# Chemical Inhibition of Apurinic-Apyrimidinic Endonuclease 1 Redox and DNA Repair Functions Affects the Inflammatory Response via Different but Overlapping Mechanisms

**DOI:** 10.3389/fcell.2021.731588

**Published:** 2021-09-20

**Authors:** Thais Teixeira Oliveira, Fabrícia Lima Fontes-Dantas, Rayssa Karla de Medeiros Oliveira, Daniele Maria Lopes Pinheiro, Leonam Gomes Coutinho, Vandeclecio Lira da Silva, Sandro José de Souza, Lucymara Fassarella Agnez-Lima

**Keywords:** apurinic/apyrimidinic endonuclease I (APE1), DNA repair, transcriptional control, inflammation, ETS transcription factor

## Abstract

The presence of oxidized DNA lesions, such as 7,8-dihydro-8-oxoguanine (8-oxoG) and apurinic/apyrimidinic sites (AP sites), has been described as epigenetic signals that are involved in gene expression control. In mammals, Apurinic-apyrimidinic endonuclease 1/Redox factor-1 (APE1/Ref-1) is the main AP endonuclease of the base excision repair (BER) pathway and is involved in active demethylation processes. In addition, APE1/Ref-1, through its redox function, regulates several transcriptional factors. However, the transcriptional control targets of each APE1 function are not completely known. In this study, a transcriptomic approach was used to investigate the effects of chemical inhibition of APE1/Ref-1 redox or DNA repair functions by E3330 or methoxyamine (MX) in an inflammatory cellular model. Under lipopolysaccharide (LPS) stimulation, both E3330 and MX reduced the expression of some cytokines and chemokines. Interestingly, E3330 treatment reduced cell viability after 48 h of the treatment. Genes related to inflammatory response and mitochondrial processes were downregulated in both treatments. In the E3330 treatment, RNA processing and ribosome biogenesis genes were downregulated, while they were upregulated in the MX treatment. Furthermore, in the E3330 treatment, the cellular stress response was the main upregulated process, while the cellular macromolecule metabolic process was observed in MX-upregulated genes. Nuclear respiratory factor 1 (NRF1) was predicted to be a master regulator of the downregulated genes in both treatments, while the ETS transcription factor ELK1 (ELK1) was predicted to be a master regulator only for E3330 treatment. Decreased expression of ELK1 and its target genes and a reduced 28S/18S ratio were observed, suggesting impaired rRNA processing. In addition, both redox and repair functions can affect the expression of NRF1 and GABPA target genes. The master regulators predicted for upregulated genes were YY1 and FLI1 for the E3330 and MX treatments, respectively. In summary, the chemical inhibition of APE1/Ref-1 affects gene expression regulated mainly by transcriptional factors of the ETS family, showing partial overlap of APE1 redox and DNA repair functions, suggesting that these activities are not entirely independent. This work provides a new perspective on the interaction between APE1 redox and DNA repair activity in inflammatory response modulation and transcription.

## Introduction

Apurinic-apyrimidinic endonuclease 1/Redox factor-1 (APE1/Ref-1) is a multifunctional protein involved in cell growth, transcriptional regulation, stress response, and genome stability. Two functionally distinct domains exert the biological activities of APE1/Ref-1. The N-terminal domain contains a nuclear localization signal. It is associated with the redox activity of APE1/Ref-1, while the C-terminal contains an endonuclease domain involved in the repair of abasic sites (or AP sites) in DNA (Xanthoudakis et al., 1994; Tell et al., 2010; Li and Wilson, 2014; Antoniali et al., 2017). The redox function activates transcription factors, such as AP-1 and NF-κB, which influence cellular processes such as stress responses, DNA repair, angiogenesis, and cell survival (Ando et al., 2008; Lee et al., 2009; Jedinak et al., 2011; Kelley et al., 2012). It also exhibits a redox-independent transcriptional regulatory function, acting as a transcriptional repressor by binding to negative Ca^2+^ response elements (nCaRE) (i.e., parathyroid hormone and *APEX1* promoters), which allows APE1/REF-1 to regulate its expression (Izumi et al., 1996; Kuninger, 2002). APE1/Ref-1 is also associated with transcription factors and other co-activators, which are required to assemble pre-initiation complexes and regulate transcription in a redox-independent manner (Fantini et al., 2008; Sengupta et al., 2012).

In addition to the role of APE1/Ref-1 in transcriptional regulation, the transcriptional role of base excision repair (BER) enzymes, including APE1/Ref-1, has recently emerged in both active demethylation processes mediated by ten-eleven translocation (TET) and thymine DNA glycosylase enzymes (Jin et al., 2015; Bochtler et al., 2016). The repair of 8-oxoguanine (8-oxoG) in promoter regions has also been described as an epigenetic mechanism (Ba et al., 2014; Fleming and Burrows, 2017). It has been demonstrated that the recruitment of APE1/Ref-1 and OGG1 (8-Oxoguanine DNA Glycosylase) to oxidized lesions generated by lysine-specific demethylase 1 (LSD1) activity on promoters, is required for further binding of transcription factors (TFs), such as c-Myc, and stabilization of the transcriptional complexes (Amente et al., 2010). In addition, the presence of DNA modifications, such as 8-oxoG and AP sites, in gene promoters has been related to increased gene expression (Pan et al., 2016; Fleming and Burrows, 2017). Recent studies have shown that the redox and repair activities of APE1/Ref-1 can affect the expression of the same genes (Li et al., 2019). Despite these vital functions, the targets and phenotypes associated with transcriptional control exercised by redox or DNA repair functions of APE1/Ref-1 are poorly understood.

Previously, we demonstrated the association between polymorphisms in *OGG1*, *PARP-1*, and *APEX1* with bacterial meningitis. In addition, the patient’s carriers of *APEX1* 148 Glu allele presented reduced expression of cytokines and chemokines, such as IL-6, MCP-1, and IL-8, and an increase in DNA damage level, suggesting that APE1/Ref-1 repair activity is affected. Thus, these data indicate that DNA repair activity may be involved in these mechanisms (da Silva et al., 2011).

Deregulated APE1/Ref-1 is associated with various human pathologies, such as cancer, atherosclerosis, neurodegeneration, and infectious diseases, making it a potential therapeutic target (Thakur et al., 2014; Shah et al., 2017). Several research groups have collaborated to identify molecular inhibitors of APE1/Ref-1 activity. Quinone (E)-3-(2-[5,6-dimethoxy-3-methyl-1,4-benzoquinonyl])-2-nonyl propanoic acid (E3330) has therapeutic potential as a specific and direct redox inhibitor of APE1/Ref-1, as it acts like H_2_O_2_ by increasing Cys-65/93/99 oxidation (Kelley et al., 2011; Luo et al., 2012; Cesaratto et al., 2013; Zhang et al., 2013). Some studies have shown that E3330 decreases the expression of inflammatory modulators, such as tumor necrosis factor-α (TNF-α) and interleukin IL-8, and inhibits the growth and migration of cancer cells (Fishel et al., 2011; Kelley et al., 2011; Su et al., 2011; Li and Wilson, 2014; Ding et al., 2017).

The inhibition of APE1/Ref-1 DNA repair activity is associated with the sensitization of cancer cells to chemotherapy (Bobola et al., 2005; McNeill et al., 2009). Methoxyamine (MX), a synthetic molecule designed to inhibit BER, binds to high affinity to the aldehyde groups of AP sites, which are chemically refractory to APE1/Ref-1 endonuclease activity and resistant to BER processing (Rosa et al., 1991; Wilson and Simeonov, 2010). The inhibition of AP endonuclease activity of APE1/Ref-1 by MX has been studied in association with chemotherapeutic drugs, and positive results have been obtained (Liu et al., 2003; Guerreiro et al., 2013; Montaldi et al., 2015; Laev et al., 2017).

Although the APE1/Ref-1 redox function in transcriptional regulation of inflammatory mediators is known, the impact of E3330 and MX on the transcriptional regulation during inflammatory response is mediated by the inhibition of APE1/Ref-1 activities is unknown, and it is exploited in this survey. The present study analyzed the cell transcriptome profile of a lymphoma-derived monocyte cell line (U937) stimulated with lipopolysaccharide (LPS) to investigate APE1/Ref-1 redox and repair activities on transcriptional regulation during the inflammatory response. We found that the expression of inflammatory modulators was reduced in this model after treatment with both APE1/Ref-1 activity inhibitors. Furthermore, comparative transcriptome analysis revealed that genes related to inflammatory responses and mitochondrial processes were downregulated in both treatments. However, the treatments differed in terms of rRNA processing and ribosome biogenesis. We also predicted master regulators to differentially expressed genes and identified NRF1, YY1, and the ETS family of TFs as the most likely APE1/Ref-1 partners in inflammatory signaling in monocytes.

## Materials and Methods

### Cellular Model of Inflammation

U937 monocyte-like cells, derived from patients with histiocytic lymphoma (ATCC^®^ CRL1593.2), were cultured in Gibco RPMI-1640 medium (Thermo Fisher Scientific Inc., Waltham, MA, United States) supplemented with 44 mM sodium bicarbonate (Sigma-Aldrich, St. Louis, MO, United States), Gibco 10% fetal bovine serum (Thermo Fisher Scientific Inc.), and 1% Penicillin-Streptomycin antibiotic solution (Sigma-Aldrich) in a humidified incubator at 37°C and a 5% CO_2_ atmosphere unless stated otherwise. Cells (5 × 10^5^) in 3 mL of medium were stimulated with 1 μg/mL LPS (Cat. No: L2654; Sigma-Aldrich) for 24 h, and then incubated with 100 μM E3330 (≥98% pure; Sigma-Aldrich) or 6 mM methoxyamine (MX) for 4 h. The cells were grouped as follows: unstimulated (control), LPS-stimulated (LPS), LPS + 100 μM E3330 (LPS + E3330), and LPS + 6 mM MX (LPS + MX). We ensured that the cell lines used in these experiments were free of mycoplasma infection.

### Cell Viability Assays

For U937 cell viability measurement, 5 × 10^5^ cells from each experimental group were incubated for 2, 4, 6, 24, and 48 h and subjected to trypan blue exclusion assay. In addition, the LPS + MX and LPS + E3330 groups were pre-treated with LPS for 1 h and co-incubated with MX and E3330. The cell suspension was mixed with Trypan blue dye 1:1 (v:v), and the cellular capacity to exclude the dye was analyzed using a hemocytometer and a CKX41 inverted microscope (Olympus Optical Co. Ltd., Tokyo, Japan). Cell viability was calculated as the difference between the dead and total cell counts. The data were obtained in triplicate.

### Cytokine and Chemokine Measurements

The proinflammatory cytokines and chemokines levels in U937 cells were measured using the Bio-Plex 200 suspension array system (Bio-Rad). The Human Cytokine/Chemokine Panel (MPXHCYTO-60k; EMD Millipore, Burlington, MA, United States) included the inflammatory modulators, TNF-α, IL-6, IL-10, MIP1α/CCL3, MIP-1β/CCL4, IL-8/CXCL8, and MCP1. Samples were processed and measured according to the manufacturer’s instructions. Cytokine/chemokine expression was measured in duplicate. Results were determined based on a parametric logistic equation using Bio-Plex Manager 4.01 software (Bio-Rad) and are expressed as picograms per milliliter.

### Apurinic/Apyrimidinic-Site Incision Assays

To determine if the 100 μM E3330 does not change the repair activity of APE1/Ref-1, we performed AP-site incision assays. An oligonucleotide gel-based APE1/Ref-1 endonuclease activity assay was performed as previously described by Silva-Portela et al. (2016) with modifications stated further in this section. The AP endonuclease activity of commercially available APE1 (NEB) was verified after treatment with E3330, based on the cleavage of a double-stranded DNA (dsDNA) substrate containing an abasic site at position 10 of the oligonucleotide 21-mer (5′-Cy5-CGGAATTAAAGXGCAAGACCT-3′ and 5′-AGGTCTTGCCCTTTAATTCCG-3′). This oligonucleotide was 5′-fluorescently labeled with Cy5. Standard reactions containing dsDNA (100 fmol), NEBuffer 4 (10×), and E3330, with or without APE1 (NEB), were incubated for 60 min at 37°C. The reactions were terminated by adding a “STOP” solution (98% formamide and 0.5 M EDTA) and heated to 95°C for 3 min. Samples (20 μL) were then run on a 20% polyacrylamide gel containing 8 M urea in 1×-TBE buffer at 300 V for 240 min. The reaction products were observed using a Chemidoc System (Bio-Rad).

### Chromatin Immunoprecipitation

Chromatin immunoprecipitation (ChIP) assays were performed using 10^6^ cells stimulated according to our study model. DNA was cross-linked with 1% paraformaldehyde and sheared (average 200 bp) with five cycles of 10-s fragmentation using an ultrasonic bath (Ultra 800, Ciencor Scientific Ltd.). Further, DNA protein complexes were immunoprecipitated with ChIP quality Abs (APE1/Ref-1, sc-17774, Santa Cruz Biotechnology) using the Chromatin Immunoprecipitation Assay kit (Merck Millipore). The precipitates were washed three times, de-cross-linked, and subjected to PCR. TNF4 promoter primers were used: (−335 to −228 bp) F 5′AGGCAATAGGTTTTGAGGGCCAT3′ and R 5′TCCTCCCTGCTCCGATTCCG3′.

### Immunofluorescence

We determined the subcellular localization of APE1 as follows. First, the cells were washed with phosphate-buffered saline (PBS), resuspended in 5 mL 3.7% paraformaldehyde in PBS for 15 min, washed with cold PBS, and seeded on coverslips that had been treated with poly-L-lysine for 30 min at room temperature. The cells were then incubated with Triton X-100 (0.5%) in PBS for 15 min and washed three times for 5 min each with Tween-20 (0.1%) in PBS (PBST). The cells were then incubated with anti-APE1 (sc-17774, Santa Cruz Biotechnology) for 1 h, washed three times with PBST, and incubated with FITC-conjugated secondary antibody for 1 h. Finally, the sections were washed and mounted with Dako solution + DAPI (1.5 μg/mL), and stained cells were visualized using a CKX41 fluorescence microscope (Olympus) attached to a DP70 fluorescence camera (Olympus). All the mentioned methods were performed in the dark at room temperature.

### RNA Extraction and cDNA Synthesis

Total RNA was isolated from U937 cells using IllustraTM RNAspin Mini RNA Isolation Kits (GE Healthcare Little Chalfont, United Kingdom), as described by the manufacturer. Messenger RNA was obtained using an mRNA isolation kit (Roche Holdings AG, Basel, Switzerland). Briefly, the mRNA poly(A)+ tails were hybridized to a biotin-labeled oligo(dT) probe, and streptavidin-coated magnetic particles captured the biotinylated dT-A hybrids. A magnetic particle separator collected the magnetic particles, which were washed to remove contaminants, and then mRNA was eluted from the particles with water. The quantity of recovered mRNA was assessed using a Bioanalyzer 2100 (RNA 6000 Nano; Agilent Technologies GmbH., Waldbronn, Germany) and quantified using Nanovue (GE Healthcare). Total RNA for quantitative PCR was extracted using IllustraTM triplePrep Kit (GE Healthcare), as described by the manufacturer. Complementary DNA was prepared from the extracted total RNA using High-Capacity cDNA Reverse Transcription Kits (Applied Biosystems), as described by the manufacturer.

### Transcriptome Analysis

Approximately 5 μg of complementary DNA from each group was sequenced using a 454 GS FLX Titanium, following the manufacturer’s protocol (Roche Holdings AG). The sequenced data were aligned against the Ref-Seq database of human expressed sequences provided by the University of California Santa Cruz (UCSC^1^), accessed on January 30, 2014. Sequences were aligned using the BLAT (Kent, 2002). The results were filtered using the pslCDnaFilter tool,^2^ with a minimum identity of 98%, minimum coverage of 90%, and only one alignment per sequence. All sequences that matched the ribosomal RNA (rRNA) were excluded. Gene expression was normalized as counts per million (CPM), calculated by counting reads per gene (Xi) and the total number of reads per sample (N): CPM = (Xi/N) × 10^7^. Thus, the fold change in each gene was estimated between the samples. The Ensembl Gene ID from downregulated (≤−2-fold change) and upregulated (≥2-fold change) transcript lists were used for gene ontology (GO) enrichment analysis. GO term enrichment (biological process) was analyzed using the PANTHER tool (Mi et al., 2017). The list of differentially expressed genes was analyzed separately.

The lists of upregulated or downregulated transcripts (fold change ≥ 2 or ≤−2) were uploaded to the online software STRING 10.5^3^ database and analyzed using default parameters without expansion. In addition, enrichment results for KEGG pathways, GO, and InterPro were also obtained from STRING, using the false discovery rate (FDR) for multiple testing correction (*p* < 0.05).

The obtained protein-protein interaction networks were downloaded and analyzed using Cytoscape 3.6.1 software (Shannon, 2003). The binary networks obtained from this screen were analyzed with the Molecular Complex Detection (MCODE) plugin to identify subnetworks with scores ≥ 2.5 (Bader and Hogue, 2003). Centrality parameters (node degree and betweenness) of each node were analyzed using the cytoHubba plugin (Chin et al., 2014). Biological process categories were generated by functional enrichment for a given cluster and category, with significance (*p*) assessed as a hypergeometric distribution. Multiple tests were also corrected using an FDR algorithm, which was fully implemented in the BiNGO software, with a significance level of *p* < 0.05 (Rivals et al., 2007).

The potential master regulators (TFs) of downregulated and upregulated networks were predicted using the iRegulon plugin version 1.3. The criteria for motif enrichment analysis were set as the identity between orthologous genes = 0.05, and a maximum FDR of motif similarity = 0.001. The consensus was searched in sequences up to 10 K in the promoter region using *Homo sapiens* as the reference. The motif with a normalized enrichment score (NES) of ≥4 was set as the threshold (Verfaillie et al., 2015).

### Quantitative PCR

The qPCR reactions were prepared using 2Power SYBR Green PCR Master Mix (Life Technologies) and proceeded on an Applied Biosystems Real-Time PCR system. Briefly, PCR was performed using specific primers, 1 × Quantifast SYBR Green PCR master mix, and 10 ng of template cDNA in a 10 μL reaction volume. Reaction mixtures were initially denatured at 95°C for 5 min, followed by 45 cycles of 60°C for 1 min with a final melt at 45°C for real-time PCR analysis. Each assay was replicated using three independent biological samples. Cycle threshold (C_t_) values were averaged for target genes and normalized against GAPDH (endogenous reference gene), and gene expression was quantified using the 2^–ΔΔCT^ method. We validated the RNA-Seq data using the following equation: ΔΔC_t_ inhibitor = ΔC_t_ inhibitor – ΔC_t_ LPS. All primers were quality controlled to ensure that each set (forward and reverse) generated a specific PCR product. Primer’s information has been provided in Supplementary Table 1.

### Western Blotting

The expression of selected proteins in U937 cells was investigated by western blotting. Total protein was extracted using IllustratriplePrep Kits (GE Healthcare), as described by the manufacturer. Lysates (20 μg) were separated on sodium dodecyl sulfate (SDS)-polyacrylamide gels and transferred to PVDF membranes, as described by Laemmli (1970). Membranes were incubated in a blocking buffer (5% dried milk, 0.5% Tween-20 in TBS, pH 7.2) for at least 40 min, then overnight at 4°C with the following primary antibodies: against APE1, NRF1, β-actin, and ELK1 (Santa Cruz Biotechnology) (1:1,000), MYC (Abcam) (1:1,000), and NF-κB p65 subunit (1:1,000; Millipore). Further, the blots were washed with TBST and incubated with a horseradish peroxidase-conjugated secondary antibody (1:1,000; Santa Cruz Biotechnology) for 1 h at room temperature. They were then immersed in Amersham ECL Prime western blotting Detection Reagent (GE Healthcare) before imaging on a Chemidoc System (Bio-Rad). Data are shown as those from three independent experiments. Expression levels were estimated using β-actin as the loading control in ImageLab software.

### Microfluidic Gel Electrophoresis of Ribosomal RNA

The RNA integrity of U937 cells was analyzed using a chip-based microcapillary electrophoresis system (Agilent 2100 BioAnalyzer; Agilent Technology) and Agilent RNA 6000 Nano Chips. The reference was the RNA molecular weight ladder provided in the kit. The samples were resolved by electrophoresis, as described by the manufacturer. The molecular weight and integrity of rRNA were determined by the ratio of 28S/18S peaks using Agilent 2100 Expert Software.

### Cell Cycle Analysis by Flow Cytometry

The DNA content and cell cycle distribution in U937 cells were determined by flow cytometry. The cells were harvested and pelleted by centrifugation, washed twice in phosphate-buffered saline (PBS, pH 7.2), and fixed with 70% cold absolute ethanol for at least 12 h at 4°C. Immediately before cell cycle determination, the cells were gently resuspended and stained with propidium iodide (PI; 20 μg/mL) and 10 μg/mL RNAse (Sigma-Aldrich) in PBS) and incubated at 37°C for 60 min. We acquired 10,000 events per sample using a flow cytometer (Becton Dickinson and Co., Franklin Lakes, NJ, United States) and a 488 nm argon laser. The data were analyzed using FlowJo 7.6.5 software (FlowJo LLC., Ashland, OR, United States).

### Statistical Analysis

The normality of the data was assessed using the Kolmogorov-Smirnov test. Groups were evaluated using two-way analyses of variance (ANOVA), and individual groups were analyzed by Student’s *t*-test using GraphPad Prism 5 (GraphPad Software, San Diego, CA, United States). Data are expressed as the mean ± SE. Values with *p* < 0.05 were considered statistically significant.

## Results

### Methoxyamine or E3330 Treatment Does Not Alter the Viability of U937 Cells After 24 h or the Expression of APE1/Ref-1 During Inflammation but Decreases the Expression of Proinflammatory Cytokines

Stimulation for 24 h with LPS (1 μg/mL) followed by incubation with E3330 (100 μM) or methoxyamine (MX) (6 mM) did not significantly affect the viability of U937 cells (Figure 1A). Similar data were obtained after stimulation for 1 h with LPS, followed by inhibitor addition. Until 24 h of exposure, no significant alterations in monocyte viability were observed compared to non-stimulated cells. However, after 48 h of treatment with LPS + E3330, we observed a significant decrease in the viability of U937 cells compared to that of LPS-stimulated cells (Figure 1B).

**FIGURE 1:**
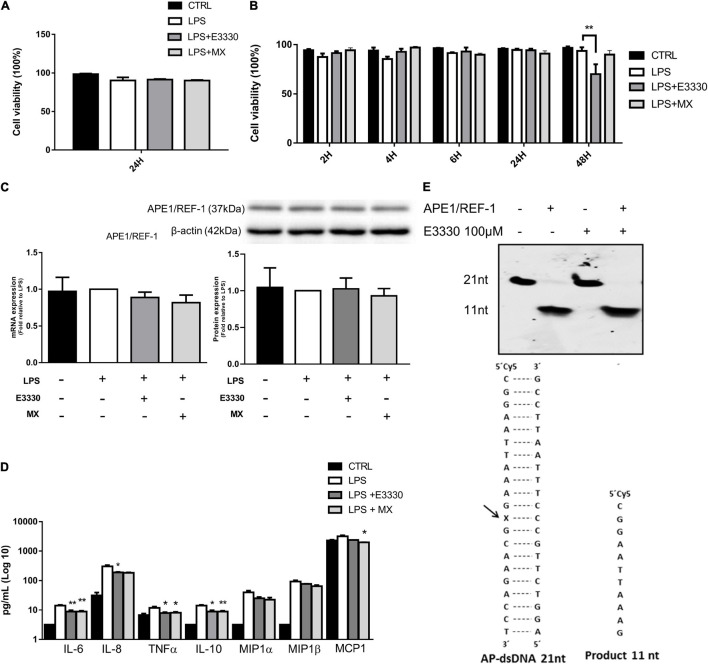
Effect of E3330 and methoxyamine on apyrimidinic endonuclease 1/redox factor-1 (APE1/Ref-1) and inflammatory response in U937 cells. **(A)** Cell viability measurement after lipopolysaccharide (LPS) (1 μg/mL) stimulation for 24 h followed by treatment with E3330 (100 μM) or MX (6 mM) for 4 h. **(B)** Cell viability after 1 h of LPS stimulation and subsequent E3330 or MX treatment for 2, 4, 6, and 24 h. Two-way analyses of variance (ANOVA) was used to compare the treatment groups. **(C)** mRNA and APE1/Ref-1 protein expression after LPS stimulation for 24 h followed by treatment with E3330 or methoxyamine (MX) for 4 h. **(D)** Protein levels of cytokines and chemokines after LPS 24 h plus E3330 or MX for 4 h. Unpaired Student’s *t*-test was performed for inflammatory response measurement. *p* < 0.05 was considered statistically significant. **(E)** Cleavage electrophoretic profiles of oligonucleotides (left) and double-stranded oligonucleotides containing an abasic site and cleavage product (right) E3330 did not alter APE1 endonuclease activity. *p < 0.05, **p < 0.01.

Inhibition of APE1/Ref-1 activities decreased the expression of proinflammatory cytokines and chemokines in response to LPS treatment, indicating that AP site repair and the redox function of APE1/Ref-1 are vital for expressing these genes (Figure 1C). Owing to its ability to self-regulate, we analyzed APE1/Ref-1 expression after treatment. We observed no changes in APE1/Ref-1 protein or mRNA levels (Figure 1D). In addition, using *in vitro* repair assays, we also observed that E3330 did not affect DNA repair endonuclease activity (Figure 1E).

### Methoxyamine and E3330 Alter the Expression of Genes Related to Inflammatory Response, Mitochondrial Gene Expression, and rRNA Metabolism

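U937 is a human monocytic cell line, and lipopolysaccharide (LPS) is a component of the bacterial outer membrane that drives inflammatory gene expression in monocytes. E3330 blocks the redox function of APE1/Ref-1, through which it activates transcription factors. Methoxyamine (MX) binds AP sites and blocks their cleavage by APE1/Ref-1. By the methods poly(A) RNA was sequenced, while the sample labels give total RNA. There were 3 conditions, LPS alone at 1 μg/mL for 24 h, LPS followed by 100 μM E3330 for 4 h, and LPS followed by 6 mM MX for 4 h. Each condition had 1 library, so none of the differences between conditions has a replicate check. The authors aligned the reads to RefSeq transcripts with BLAT and kept alignments with at least 98% identity and 90% coverage, with 1 alignment per read. Their deposited tables give the counts of reads per gene and a normalized value in reads per 10000. The tables held 303777 gene reads over 9635 genes for LPS, 165516 over 8916 genes for LPS + E3330 and 174551 over 8746 genes for LPS + MX. Every gene listed for an inhibitor was also listed for LPS, so genes read only with an inhibitor cannot appear here. A single read was worth 0.0329, 0.0604 and 0.0573 per 10000 in these libraries. The median gene had 8, 6 and 5 reads. Ribosomal RNA rows, 4 in number, held 43.7%, 27.7% and 43.3% of the gene reads, although the methods state that reads matching ribosomal RNA were excluded. Fold changes were ratios of reads divided by each library's total, and each has an exact 95% counting interval, which covers the error of counting reads and no other variation. Read counts of 2 libraries were compared gene by gene with a two-sided Fisher's exact test, adjusted by the Benjamini-Hochberg method over the genes with at least 10 reads in the pair. Genes are said to rise or fall where the adjusted p was under 0.05. Such a call compares a pair of libraries and not conditions.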

Transcriptome analysis was used to investigate the profile of transcriptional changes in response to the inhibition of AP site repair or redox activity of APE1/Ref-1 and their involvement in inflammatory modulation. Comparative transcriptome analysis of U937 cells stimulated with LPS + E3330 and LPS-stimulated cells revealed 914 downregulated (fold change ≤ −2) and 2,222 upregulated genes (fold change ≥ 2). 

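Genes that rose most after E3330 serve varied functions in metabolism, transcription and secretion. CRYZ, a quinone reductase, had 1 read in LPS and 21 in LPS + E3330, 38.5-fold higher (95% counting interval 6.20 to 1594, adjusted p = 8.47e-07 by Fisher's exact test). SEC24A, a coat protein of vesicles leaving the endoplasmic reticulum, went from 3 to 36 reads, 22.0-fold higher (6.96 to 112). The transporter SLC16A6 was 25.7-fold higher (6.48 to 223), GFPT1, the first enzyme of hexosamine synthesis, 13.3-fold (4.67 to 52.1), and TXNIP, an inhibitor of thioredoxin, 9.18-fold (3.76 to 27.0). Among the genes that fell, AHDC1, a DNA-binding protein, had 23 reads in LPS and 0 in LPS + E3330, at least 4.18-fold lower against a floor of 3 counts. AHDC1 also fell after MX against the same LPS reads, with 1 read there (13.2-fold lower, 2.15 to 544). The splicing factor PUF60 was 12.0-fold lower (1.94 to 495), the kinase ARAF 5.99-fold lower (1.88 to 30.5) and the transcription factor USF2 5.63-fold lower (1.76 to 28.8). These genes were picked for their large changes, so their folds are selected. Of the 8916 genes with reads in both libraries, 2237 were at least 2-fold higher and 879 at least 2-fold lower in LPS + E3330. Leaving the ribosomal RNA rows out of the totals gave 1549 higher and 1534 lower. It divides every ratio of E3330 to LPS by the same factor, 1.28, so a gene can lose its call while staying higher. Simulated libraries with no difference but counting error gave 777 higher (720 to 838) and 822 lower (765 to 887). Of the 3116 genes at or beyond 2-fold, 1122 had under 10 reads in the pair. In the read test 727 of 6129 genes rose and 72 fell, against 220 and 171 with the ribosomal RNA rows left out. With all reads the median log2 ratio of 6974 genes lay at 0.36, and at -0.01 without the ribosomal RNA rows. The elongation factor EEF1A1 (1.27-fold higher) and the glycolytic enzyme GAPDH (1.24-fold higher) changed direction between these totals, being 1.01-fold and 1.04-fold lower without the ribosomal RNA rows.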

MX addition after LPS stimulation induced downregulation of 1,287 genes and upregulation of 1,362 genes (Figure 2). 

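Genes that rose most after MX included known stress genes. SESN2, a leucine sensor induced under amino acid and oxidative stress, had 6 reads in LPS and 27 in LPS + MX, 7.83-fold higher (95% counting interval 3.17 to 23.2, adjusted p = 7.33e-05 by Fisher's exact test). TRIB3, a pseudokinase induced by ATF4, was 4.99-fold higher (2.72 to 9.67). The arginine methyltransferase CARM1 was 6.27-fold higher (2.24 to 21.6). HSPA8, the constitutive heat shock cognate chaperone, fell from 556 to 35 reads, 9.13-fold lower (6.48 to 13.2). CD47, a surface signal against phagocytosis, was 7.66-fold lower (2.44 to 38.7). The endosomal sorting protein STAM had 25 reads in LPS and 0 in LPS + MX, at least 4.79-fold lower. These genes too were picked for the size of their change. Of 8746 genes with reads in both libraries, 1361 were at least 2-fold higher and 1286 at least 2-fold lower. Counting error alone gave 809 higher (746 to 859) and 859 lower (808 to 935) in simulated libraries. In the read test 77 of 5880 genes rose and 40 fell, or 71 and 35 with the ribosomal RNA rows left out. Among the 2647 genes at or beyond 2-fold, 1197 had under 10 reads in the pair.

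**Figure D1:**
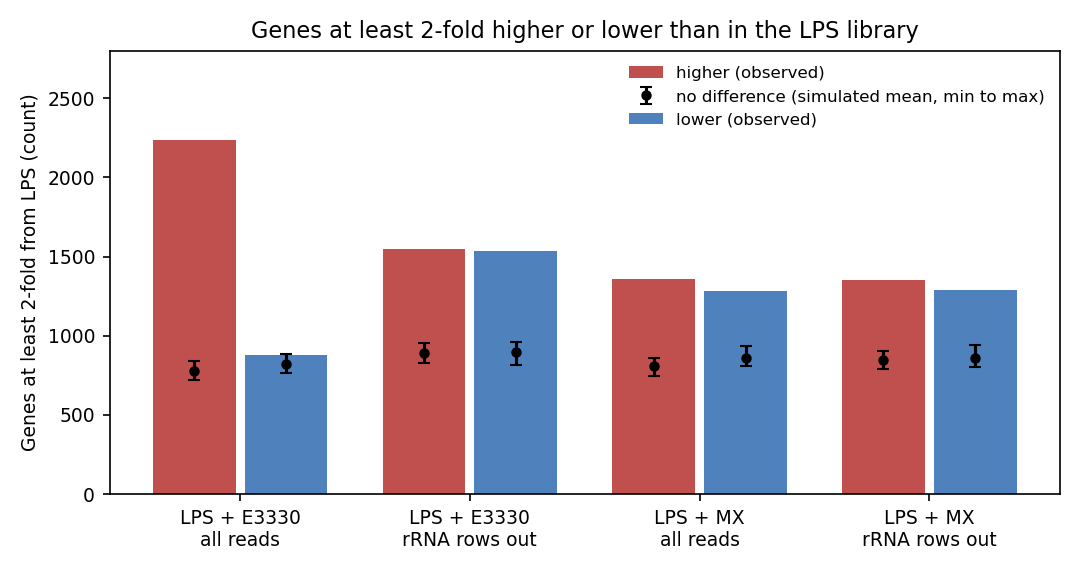
Number of genes at least 2-fold higher (red) or lower (blue) than in the LPS library, with all reads and with the ribosomal RNA rows left out, and the mean and range of simulated libraries with no difference (points with bars). With all reads, E3330 gives 2237 higher and 879 lower genes and MX 1361 and 1286, and without the ribosomal RNA rows E3330 gives 1549 and 1534 and MX 1354 and 1289.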

Sequencing results were validated using qPCR. For validation, six genes were chosen among the downregulated and upregulated genes in both treatments. 

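Genes measured by both RNA sequencing and qPCR were read at low depth in the libraries. KLF10, a transcriptional repressor induced by TGF-beta, had 2 reads in LPS and 12 in LPS + E3330, 11.0-fold higher (95% counting interval 2.45 to 101, adjusted p = 0.00372 by Fisher's exact test). MINA, an oxygenase of the nucleolus, had 13 reads in LPS, 1 with E3330 and 2 with MX, which is 7.08-fold lower (1.06 to 301) and 3.73-fold lower (0.846 to 34.1). NMI, a partner of STAT factors, was 5.75-fold lower after MX (20 against 2 reads, 1.40 to 50.7). CYB5R4, a cytochrome b5 reductase, had 3 reads in LPS and 7 after MX, 4.06-fold higher (0.927 to 24.3). ENDOG, a mitochondrial nuclease, had 1 and 2 reads, too few for a fold. Of the 8 such genes in the tables, 1 rose (KLF10) and 1 fell (CCL2) among 6 tested after E3330. After MX 1 rose (ESRRA) and 1 fell (CCL2) among 5 tested. Adjusted over the list alone, 2 rose and 3 fell after E3330, and 1 rose and 2 fell after MX. The study chose this list on these samples, so it is not independent evidence of direction.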

The results shown in Supplementary Figure 1 demonstrate that all genes evaluated presented similar expression patterns, both in RNA sequencing and qPCR analysis.

**FIGURE 2:**
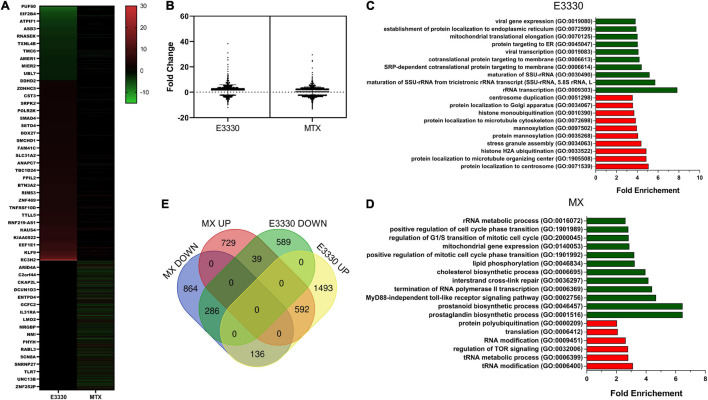
RNA-seq data analysis. **(A)** Heatmap of differentially expressed genes after MX or E3330 treatment during inflammatory stimulation with LPS. **(B)** Distribution of differentially expressed genes according to the fold change. **(C)** Venn diagram describing the number of differentially expressed genes after MX and E3330 treatments. **(D)** Biological processes enriched between upregulated (red) and downregulated (green) genes after E3330 treatment. **(E)** Biological processes enriched between upregulated (red) and downregulated (green) genes after MX treatment. Gene ontology (GO) analysis was performed using the Panther classification system. All processes described were significant (*p* < 0.05).

The list of upregulated and downregulated genes (fold change ≥ 2 or ≤−2) was submitted for GO evaluation in Panther. The most enriched biological processes for each gene list are represented in Figures 2C,D. Regarding downregulated genes, we observed enrichment of genes related to mitochondrial gene expression and rRNA metabolic process after both treatments. Moreover, MX treatment also decreased gene expression related to the prostaglandin biosynthetic process (e.g., PTGES3, PTGES2, and PTGS1/COX-1) and MyD88-independent toll-like receptor signaling pathway (e.g., TRAF2, IKBKG, and TLR4). Together with the inhibition of cytokine expression, these results indicate a negative regulation of genes related to the inflammatory process after inhibition of AP site repair.

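Cytosolic ribosomal protein genes lay below other genes after E3330 and not after MX. Relative to the median of all genes, the median log2 ratio of the list was -0.66 after E3330 and 0.06 after MX, with counting intervals of ± 0.13 and ± 0.10. Of its 73 tested members 8 fell after E3330, among them RPL13A (1.63-fold lower, 95% counting interval 1.32 to 2.02) and RPSA (1.72-fold lower, 1.34 to 2.24), and 4 rose. After MX 1 of 75 fell (RPL15, 1.52-fold lower) and 3 rose, among them RPL30 (3.32-fold higher, 2.27 to 4.92) and RPLP0 (1.69-fold higher). Adjusted over the list alone, 9 fell and 6 rose after E3330, and 1 fell and 6 rose after MX. Genes of rRNA processing and ribosome biogenesis stood at -0.43 after E3330 and -0.27 after MX. Few of them passed the test singly. WDR36, a component of the small subunit processome, rose 5.51-fold after E3330 and NOC3L, a nucleolar assembly factor, 4.97-fold after MX, while TSR3, which modifies 18S rRNA, fell at least 3.45-fold after MX. In all, 2 of 103 rose and 0 fell after E3330, and 1 of 106 rose and 1 fell after MX (adjusted over the list alone, 1 and 0, then 2 and 1). Against 10000 random lists of genes with like reads, transcript length and GC content, the ribosomal protein list lay at percentile 0 after E3330 and 79.4 after MX, and rRNA processing at 0 and 0.520. Across genes the log2 ratios of E3330 were lower at higher GC content (Spearman's rho -0.39, against 0.05 for MX), genes not being independent replicates. With the ribosomal RNA rows left out, 17 ribosomal protein genes fell and 0 rose after E3330, and 2 fell and 1 rose in rRNA processing. The paper reported rRNA metabolism as enriched among lower genes of these libraries. The rRNA processing list is thus not independent evidence of direction. The paper's abstract, however, has genes for RNA processing and ribosome biogenesis higher after MX. The median of the rRNA processing list after MX went the other way (-0.27, counting interval -0.43 to -0.11).

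**Figure D2:**
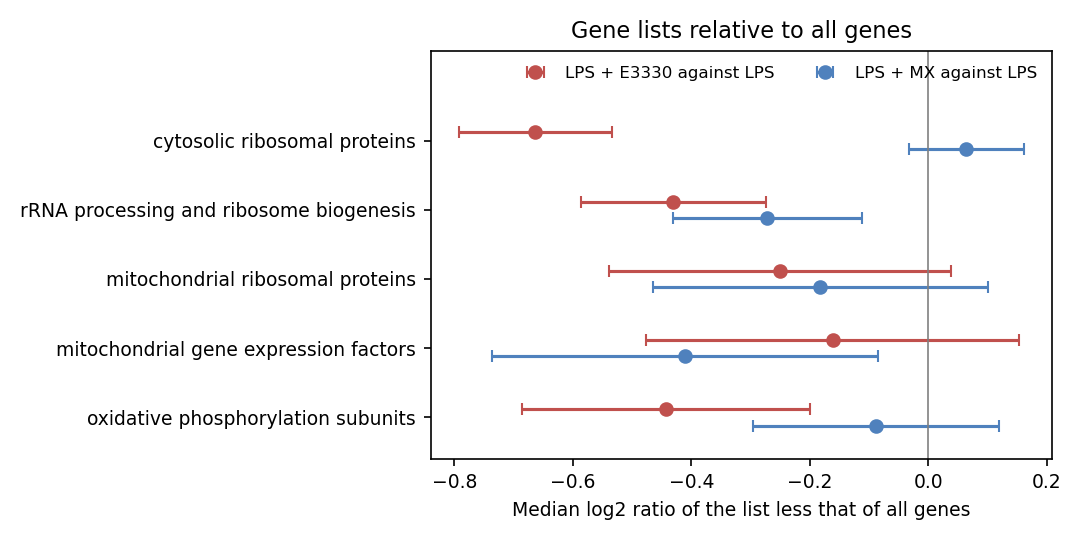
Median log2 ratio of 5 gene lists less the median of all genes, for LPS + E3330 (red) and LPS + MX (blue) against LPS, with 95% counting intervals as bars. The cytosolic ribosomal proteins stand at -0.66 after E3330 and 0.06 after MX, and rRNA processing lies below 0 in both.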

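After MX, each of the 6 prostaglandin synthesis genes with enough reads to test was below its LPS level, none by enough to pass. PTGES3, a prostaglandin E synthase that also serves as a co-chaperone, had 64 reads in LPS and 17 in LPS + MX, 2.16-fold lower (95% counting interval 1.25 to 3.94, adjusted p = 0.0993 by Fisher's exact test). PTGES2, the membrane-associated synthase, went from 8 to 2 reads (2.30-fold lower, 0.459 to 22.2) and PTGS1, a cyclooxygenase, from 14 to 4 (2.01-fold lower, 0.632 to 8.39). Of the 18 genes of prostaglandin synthesis 10 were listed and 6 tested, and 0 fell over all genes, against 1 adjusted over the list alone. Relative to all genes, the list's median log2 ratio was -0.85 after MX and -0.39 after E3330. The value after MX lay at percentile 2.88 of random lists with like reads, length and GC content. After E3330 TBXAS1, thromboxane synthase, rose 3.67-fold with all reads. With the ribosomal RNA rows left out, which divides each ratio to LPS by 1.28, TBXAS1 stayed higher but short of the test. In MyD88-independent Toll-like receptor signalling, TLR4, the LPS receptor, had 26 reads in LPS and 4 after MX (3.73-fold lower, 1.30 to 14.7, adjusted p = 0.141 by Fisher's exact test). The adaptor TRAF2 had 4 and 1 reads (2.30-fold lower, 0.227 to 113) and IKBKG, the regulatory subunit of the IκB kinase, 16 and 4 (2.30-fold lower, 0.741 to 9.45). After MX 0 of 12 tested genes of this list fell or rose, adjusted over all genes or over the list alone, and its median was -0.29 (percentile 14.2 of such lists), but 0.33 among genes with at least 30 reads in the pair. The paper reported both processes as lower after MX from these same libraries. Neither list is thus independent evidence of direction after MX. In MyD88-independent signalling after E3330 3 of 15 rose and 0 fell, the same counts as adjusted over the list alone. Only TANK, a binding partner of TRAF proteins, rose with either total (5 to 20 reads, 7.34-fold, adjusted p = 3.10e-04 by Fisher's exact test), and its level with E3330 was 7.03-fold that with MX (2.09 to 36.9).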

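Reads of the chemokine genes IL8 and CCL2 fell after MX. IL8, which attracts neutrophils, had 75 reads in LPS and 17 in LPS + MX, 2.54-fold lower (95% counting interval 1.48 to 4.58, adjusted p = 0.0188 by Fisher's exact test). CCL2, which attracts monocytes and encodes MCP-1, had 64 and 12 reads, 3.06-fold lower (1.64 to 6.24, adjusted p = 0.0126 by Fisher's exact test). After E3330 CCL2 had 11 reads, 3.17-fold lower (1.66 to 6.67), and IL8 59, 1.44-fold higher (1.01 to 2.06) and short of the test. IL8 was 3.66-fold higher with E3330 than with MX (2.10 to 6.70, adjusted p = 4.41e-05 by Fisher's exact test). TNF had 2, 6 and 0 reads in the LPS, E3330 and MX libraries, too few to test, and the chemokine CCL3 had 7, 3 and 3, which did not pass. Of 52 inflammatory response genes 27 were listed, and 2 of 15 tested fell after MX and 0 rose, also adjusted over the list alone. After E3330 1 of 19 fell and 2 rose, also adjusted over the list alone, the latter being SOD2, the mitochondrial superoxide dismutase (1.71-fold), and SERPINB2, a protease inhibitor (1.64-fold). Neither of these rose with the ribosomal RNA rows left out, where 3 genes of the list fell. Relative to all genes the list's median log2 ratio was -0.33 after MX and 0.08 after E3330, at percentiles 6.52 and 73.5 of random lists with like reads, transcript length and GC content. From the lower prostaglandin and Toll-like receptor genes after MX, together with the lower cytokine expression, the paper concludes that inhibiting AP site repair negatively regulates genes of the inflammatory process.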

We constructed a Venn diagram with four sets of genes (Figure 2E). The results showed that 286 genes were negatively regulated, while 592 genes were positively regulated after both treatments.

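The shared LPS library alone makes changes after the inhibitors go in the same direction more often than in opposite ones, as they did here. Of 8027 genes read in all 3 libraries, 593 were at least 2-fold higher than in LPS after both inhibitors. Another 277 were at least 2-fold lower after both. Another 140 were higher after E3330 and lower after MX, and 39 lower after E3330 and higher after MX. OLIG1, a transcription factor of glial cells, was low in both, with 27 reads in LPS, 3 with E3330 (4.90-fold lower, 95% counting interval 1.51 to 25.3) and 2 with MX (7.76-fold lower, 1.95 to 67.3). The activin receptor ACVR2B was high in both, 11.6-fold (3.42 to 61.3) and 6.96-fold (1.88 to 38.4), and TNKS, a poly-ADP-ribose polymerase, was 4.28-fold higher after E3330 (1.55 to 13.6) and 6.38-fold after MX (2.51 to 19.2). In the read test 16 genes rose after both inhibitors and 8 fell after both, of 5503 tested in both comparisons. Independent lists would share 6.54 and 0.523 here. For the genes beyond 2-fold, independent lists of these sizes would share 291 higher and 120 lower genes, with 300 and 117 in opposite directions. Both comparisons use the same LPS library, which alone makes ratios move together. Libraries simulated with no difference gave 271 genes higher in both (221 to 310), 197 lower in both (161 to 231), 22.0 higher after E3330 and lower after MX (13 to 34) and 23.3 the other way (14 to 38). The covariance of the log2 ratios across genes was 0.326 against 0.190 in the simulations (0.170 to 0.212) and 0.121 with the LPS reads divided at random so that each comparison had its own. The correlation was 0.311, below the 0.355 of the simulations (0.322 to 0.392), and 0.0957 with the LPS reads divided. An excess of same-direction over opposite counts is thus no evidence by itself that the inhibitors act alike. The covariance lay above the simulated range, so counting error of the LPS reads does not account for all of it. Genes at levels peculiar to the single LPS library would also raise it, which cannot be told apart from a common effect. Counts beyond 2-fold exceeded the simulated ranges in the same and in opposite directions, the 39 by only a little. Without the ribosomal RNA rows, 494 genes were higher and 405 lower in both, 76 were higher after E3330 and lower after MX, and 90 the other way, which turns the order of these last 2 counts.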

### E3330 Increases the Coupling of Apurinic-Apyrimidinic Endonuclease 1/Redox Factor-1 to the TNF4 Promoter and Decreases the mRNA Expression

Analyses of mRNA levels showed that both inhibitors act in the transcriptional regulation of cytokines such as TNF-α and MCP1 (Figure 3A). To investigate the potential implication of APE1/Ref-1 repair activity in the inflammatory response, we evaluated whether the inhibition of AP sites by MX in the TNF4 promoter (of TNF-α) guanine-rich sequence would be different from that found in E3330. PCR amplification of the TNF4 promoter segment after APE1/Ref-1-Ab-ChIP DNA demonstrated that APE1/Ref-1 coupling was drastically reduced after LPS treatment compared to the control. However, the redox inhibition of APE1/Ref-1 increased the coupling of APE1/Ref-1 in the TNF promoter (Figure 3B). Interestingly, this result corroborates the findings of immunofluorescence, in which U937 cells without any treatment showed the APE1/Ref-1 protein located mainly in the nucleus, and after LPS stimulation, a marked increase in the cytoplasm was observed. In both E3330 and MX treatments, APE1/Ref-1 reduced its cytoplasmic location and was translocated to the nucleus (Supplementary Figure 2). To investigate the coupling of APE1/Ref-1 in the TNF4 promoter, we searched for transcription factor binding motifs in this region. Using TRANSFAC software, we identified motifs for ELK1, AP1, NRF2, and NF-κB (Figure 3C).

**FIGURE 3:**
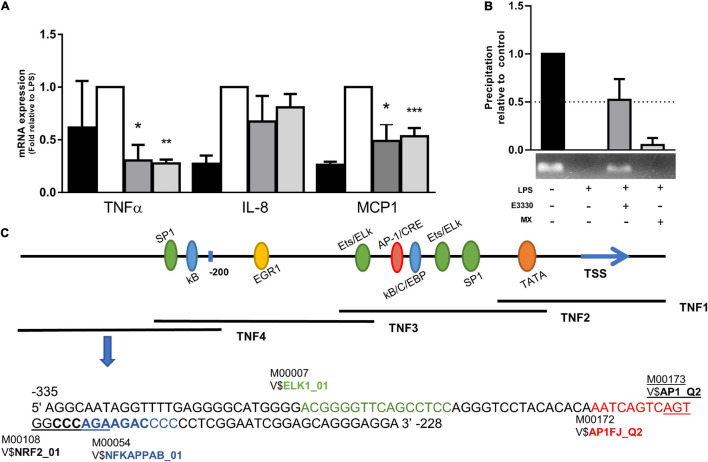
E3330 treatment changes APE1/REF-1 DNA occupancy in TNF4 promoter. **(A)** mRNA levels of TNF-α and MCP1 were reduced by E3330 and MX treatment after LPS stimulation. Unpaired Student’s t-test was performed for inflammatory response measurement. *p* < 0.05 was considered statistically significant. **(B)** PCR of TNF4 promoter after APE1/Ref-1-Ab-ChIP revealed that APE1/Ref-1 coupling is reduced after treatment with LPS compared to the control. E3330 increases APE1/REF-1 DNA occupancy in TNF4 promoter. **(C)** Representative scheme of the TNF-α promoter with the representation of transcription factors that bind to it. Highlighted region in TNF4 with binding motifs predicted by research in the Transfac database. *p < 0.05, **p < 0.01, ***p < 0.001.

### Nuclear Respiratory Factor 1 and the ETS Family of Transcription Factors Were the Master Regulators of the Negatively Expressed Genes

To identify the central genes and regulators of differentially expressed gene lists, we built a protein–protein interaction (PPI) network (Figures 4A,B and Supplementary Figure 3). All PPI networks were subjected to a centrality analysis (Supplementary Figure 4) and then analyzed by iRegulon to predict enriched motifs and their master regulators. After treatment with MX and E3330, iRegulon identified 34 TFs capable of binding to motifs represented in Tables 1, 2, most of which belong to the ETS family. Fourteen TFs were not expressed in U937 cells according to the Protein Atlas database, and were not detected in our RNAseq. The others were considered transcription activators (*n* = 9), repressors (*n* = 5), or with both actions (*n* = 3) using the Protein Atlas (Figure 4C). From the downregulated network after E3330 treatment, ELK1 motifs were predicted to be the most significant. In contrast, ETV4 and GABPA were most likely in the MX-downregulated network.

**TABLE 1:** Description of master regulators of differentially expressed genes in response to E3330 treatment predicted by iRegulon.

Transcription factors	Motifs	NES	Targets number
**LPS + E3330 down-regulated network**			
ELK1	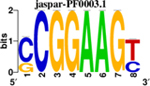	5.802	457
NRF1	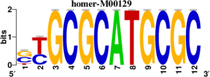	4.521	315
**LPS + E3330 upregulated network**			
YY1	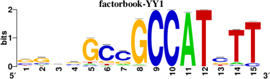	3.672	221
KAT2A	^*^	3.438	82
MEF2A	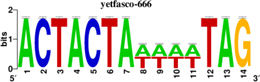	3.241	630

^*^This motif could be shown by iRegulon, as it is part of TRANSFAC pro.

**TABLE 2:** Description of master regulators of differentially expressed genes in response to methoxyamine (MX) treatment predicted by iRegulon.

Transcription factors	Motifs	NES	Targets number
**LPS + MX downregulated network**			
ETV4	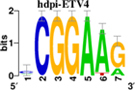	6.451	602
GABPA	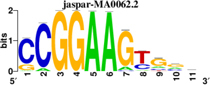	5.893	629
NRF1	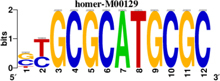	5.021	396
YY1	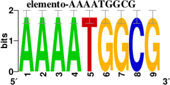	4.357	126
**LPS + MX upregulated network**			
CRX	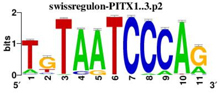	5.125	386
FLI1	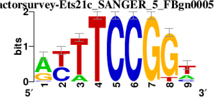	4.616	688
BDP1	^*^	4.033	259

^*^This motif could shown by iRegulon, as it is part of TRANSFAC pro.

**FIGURE 4:**
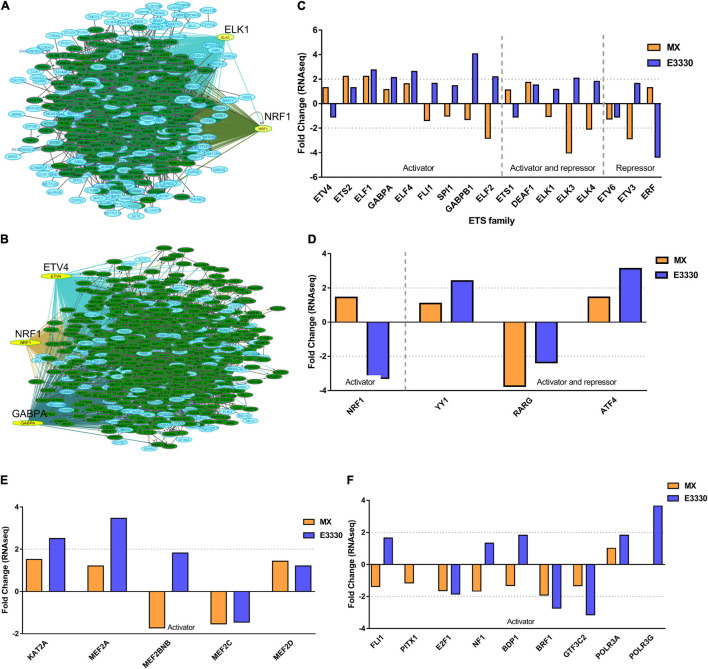
RNAseq data of critical transcription factors predicted by iRegulon in response to exposure to inhibitors. Protein-protein interaction (PPI) networks generated by STRING formed by the products of differentially regulated genes were analyzed by Cytoscape and its master regulators predicted by the iRegulon plugin. Mater regulators predicted by iRegulon are highlighted in yellow, targets of the master regulators are shown in green. In blue, genes are not targets of the master regulators. **(A)** E3330 downregulated network. **(B)** MX downregulated network. **(C)** ETS family transcription factors found in RNAseq. TFs were divided into transcription activators and repressors or both, according to the Protein Atlas database. **(D)** NRF1, RARG, YY1, and ATF4 master regulators of at least one of the downregulated networks. **(E)** KAT2A and MEF2A master regulators of E3330 upregulated network compared to MX treatment. **(F)** FLI1, BDP1, and PITX1 master regulators of MX upregulated network compared to the E3330 treatment.

Some differences in RNAseq expression were noted, such as the downregulation of some members of the TCF subfamily (ELK3 and ELk4) and SRF after treatment with MX (fold change = −4.02, −2.08, −2.62, respectively). On the other hand, the ERF repressor was downregulated (−4.37) after E3330 treatment and upregulation of several ETS such as GABPA (2.13), ELF1 (2.74), GABPAB1 (4.06), ELF4 (2.62), and ELF2 (2.19) (Figure 4C) was observed. Furthermore, enrichment of ETS binding motifs among MX-upregulated genes was also observed. 

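ELK3 and ELK4, ternary complex factors that bind promoters together with the serum response factor SRF, had fewer reads after MX, and the counts were small. ELK3 had 7 reads in LPS and 1 in LPS + MX, a ratio of 0.249 (95% counting interval 0.00552 to 1.94). ELK4 went from 29 to 8 reads, a ratio of 0.480 (0.190 to 1.08, adjusted p = 0.401 by Fisher's exact test). SRF went from 41 to 9, a ratio of 0.382 (0.163 to 0.798, adjusted p = 0.142 by Fisher's exact test). Of the 18 ETS genes and partners named by the study, 15 could be tested after MX, and 0 rose or fell, adjusted over all genes or over the list alone. The study chose this list on these samples, so it is not independent evidence.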

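Several activators of the ETS family had more reads after E3330, and ERF, a repressor of the family, had fewer. ERF had 8 reads in LPS and 1 in LPS + E3330, 4.36-fold lower (95% counting interval 0.584 to 193). GABPB1, the partner that lets GABPA activate transcription, rose 4.08-fold (1.78 to 10.2, adjusted p = 0.00583 by Fisher's exact test). The lymphoid and myeloid factors ELF1 and ELF4 rose 2.75-fold (1.40 to 5.55) and 2.64-fold (1.33 to 5.34). GABPA itself was 2.14-fold higher (0.919 to 5.07) and ELF2 2.20-fold higher (5 against 6 reads, 0.560 to 9.12), short of the test. Of 16 tested ETS genes and partners, a list the study chose on these samples and so not independent evidence, 3 rose and 0 fell after E3330, the same counts as adjusted over the list alone. With the ribosomal RNA rows left out, 0 rose, and GABPB1 was 3.18-fold, ELF1 2.14-fold and ELF4 2.05-fold higher. The list's median log2 ratio, relative to all genes, was 0.38 after E3330 and 0.00 after MX.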

FLI1 was the most likely transcription factor involved in the regulation of these genes. The list of likely TFs predicted by iRegulon is presented in Tables 1, 2.

Similarly, 396 downregulated genes after MX treatment and 315 downregulated genes after E3330 showed binding motifs to the NRF1 transcription factor (Tables 1, 2). These data indicate that the inhibition of APE1/Ref-1 can directly or indirectly regulate the expression of NRF1 targets. Also, YY1/YY2 motifs in genes negatively regulated for MX and positively regulated by E3330 were observed. We also submitted to iRegulon for each set of genes resulting from the Venn diagram. This result showed that NRF1, ELK1, and GABPA motifs-maintained enrichment among genes downregulated by both inhibitors (Supplementary Figure 5). The set of genes downregulated exclusively upon MX or E3330 treatment had binding motifs to RARG and ATF4, respectively. In addition, RARG (−3,74) expression decreased after MX treatment (Figure 4D), while YY1, ATF4, KAT2A, MEF2A, and POLR3G increased expression after E3330 treatment (Figures 4D–F).

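RARG, a retinoic acid receptor, had 13 reads in LPS and 2 in LPS + MX, 3.73-fold lower (95% counting interval 0.846 to 34.1), which did not pass the test. After E3330 ATF4, the transcription factor of the integrated stress response, rose from 31 to 53 reads, 3.14-fold (1.98 to 5.06, adjusted p = 2.52e-05 by Fisher's exact test). The zinc finger factor YY1 rose 2.41-fold (1.28 to 4.64) and MEF2A, a factor of muscle and myeloid cells, 3.49-fold (1.54 to 8.40). KAT2A, a histone acetyltransferase, was 2.52-fold higher (0.925 to 7.23), short of the test, and POLR3G, a subunit of RNA polymerase III, had 1 read in LPS and 2 in LPS + E3330, too few for a fold. Among the 17 predicted regulators outside the ETS family, which the study chose on these samples and which are thus not independent evidence, 3 of 13 tested rose and 0 fell after E3330. After MX 0 of 14 rose or fell. Both counts are the same adjusted over the list alone. Of the genes that rose, ATF4 alone did so with the ribosomal RNA rows left out (2.44-fold), where YY1 was 1.88-fold and MEF2A 2.72-fold higher.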

### Methoxyamine and E3330 Decrease the Expression of Nuclear Respiratory Factor 1 Targets Related to Mitochondrial Organization

Nuclear Respiratory Factor 1 has many targets in both networks. The inhibition of APE1/Ref-1 redox activity downregulated 315 NRF1 targets related to several biological processes, such as regulation of transcription, mitochondrion organization, translation, and response to oxidative stress (Figure 5A, blue). In contrast, MX treatment downregulated 396 targets related to transcription, protein polyubiquitination, chromatin remodeling, and the cell cycle (Figure 5A). Some genes, such as *TFB2M* and *NCOA1*, are common to both treatments and are shown in Figure 5B. However, we observed that inhibitors did not significantly change NRF1 protein or mRNA expression (Figure 5C), indicating that APE1/Ref-1 regulates NRF1 activity and not its expression. 

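TFB2M, which starts transcription of mitochondrial DNA, and NCOA1, a coactivator of nuclear receptors, had fewer reads after either inhibitor. TFB2M had 16 reads in LPS, 1 in LPS + E3330 (8.72-fold lower, 95% counting interval 1.35 to 366, adjusted p = 0.0645 by Fisher's exact test) and 4 in LPS + MX (2.30-fold lower, 0.741 to 9.45). NCOA1 had 12, 1 and 3, 6.54-fold lower after E3330 (0.967 to 279) and 2.30-fold lower after MX (0.620 to 12.7). The mRNA of NRF1 itself had 6, 1 and 5 reads. Among the other NRF1 targets, NDUFB9, a subunit of respiratory complex I, was 2.02-fold lower after E3330 (1.17 to 3.68) and NDUFB5, of the same complex, 1.27-fold lower (0.290 to 7.62). TFAM, which packages mitochondrial DNA, was 1.55-fold higher after E3330 (0.743 to 3.17) and 1.65-fold higher after MX (0.816 to 3.32). None of the 5 targets tested after E3330 or the 4 tested after MX passed over all genes. Adjusted over the list alone, 2 fell after E3330 and 0 after MX. Leaving out the ribosomal RNA rows, 2 fell after E3330 (TFB2M and NDUFB9). The list's median, relative to all genes, was -1.34 after E3330 and -0.80 after MX. The study chose these targets on these samples, so they are not independent evidence.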

We selected and analyzed, using qPCR, the expression of commons and exclusive genes downregulated by MX or E3330 and confirmed a decrease in the expression of NRF1 targets, corroborating the data obtained by iRegulon. Furthermore, AP repair inhibition promoted a significant reduction in mitochondrial gene expression, such as *TFAM*, *TFB2M*, *NDUFB5*, and *NDUFB9*. Similarly, the redox inhibition of APE1/Ref-1 also decreased the expression of the same genes (except for *TFB2M*), indicating that both inhibitors can act in the transcriptional regulation of these genes (Figure 5D).

**FIGURE 5:**
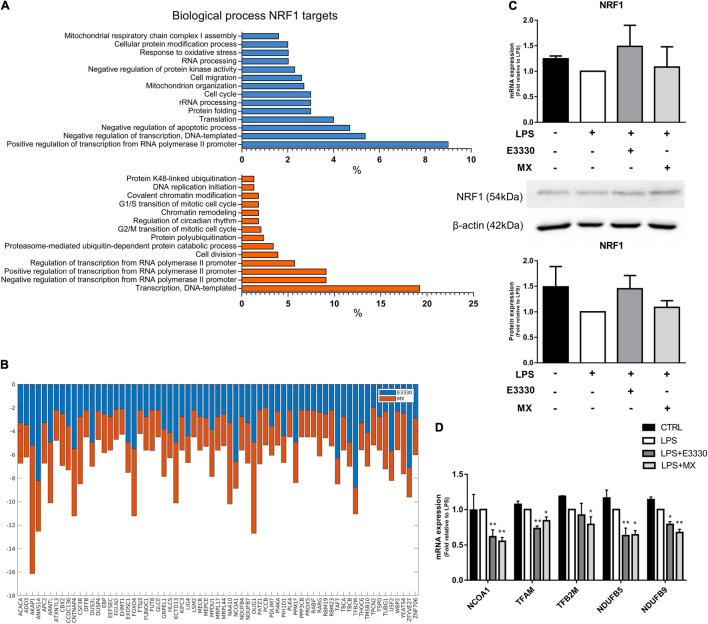
E3330 and MX treatment decreased the expression of nuclear respiratory factor 1 (NRF1) targets in U937 cells during LPS stimulation. **(A)** Biological process enriched between NRF1 targets downregulated after E3330 treatment (blue) and MX treatment (orange). All processes described were significant (*p* < 0.05). **(B)** Expression of NRF1 targets common to both treatments in RNAseq. **(C)** Protein and mRNA NRF1 expression analyzed by western blot and q-PCR in U937 cells. **(D)** mRNA expression of NRF1 target genes upon LPS, MX, and E3330 treatment. Unpaired Student’s *t*-test was performed and *p* < 0.05 was considered statistically significant. *p < 0.05, **p < 0.01.

### Transcription Factors of the ETS Family Were Associated With the Expression of Genes Related to Transcription and rRNA Metabolism

Transcription factors belonging to the ETS family, such as ELK1, GABPA, and ETV4, were also identified by iRegulon as being responsible for the expression of most genes downregulated for APE1/Ref-1 inhibition; among them, the ELK1 motifs were enriched among the genes downregulated in the E3330 treatment. In comparison, ETV4 and GABPA were enriched among the genes downregulated in the MX treatment. Interestingly, ELK1 targets were related to rRNA processing and translation, mainly in the E3330 network (Figure 6A).

**FIGURE 6:**
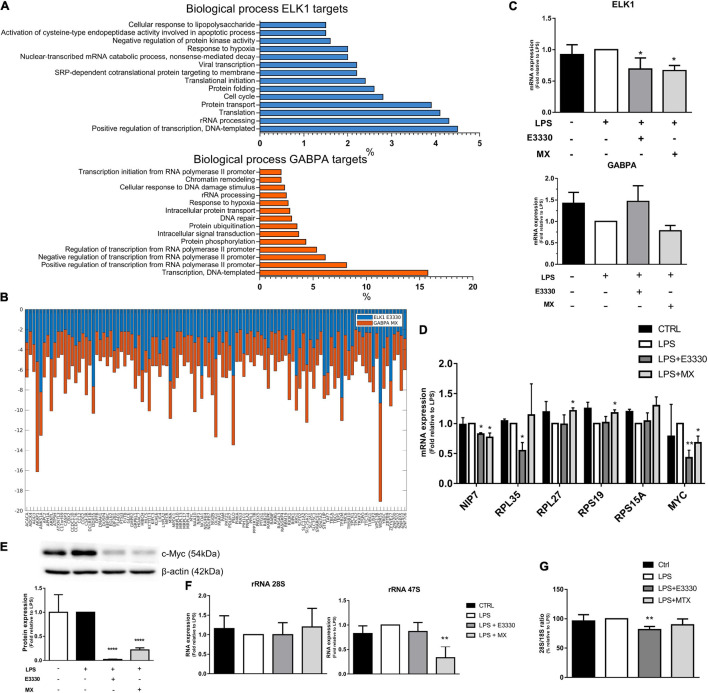
The ELK1 and GABPA targets related to ribosomal biogenesis were regulated differently after E3330 and MX treatment. **(A)** Biological process enriched between downregulated ELK1 targets genes after E3330 treatment (blue) and downregulated GABPA targets genes after MX treatment (orange). All processes described were significant (*p* < 0.05). **(B)** Expression of ELK1 and GABPA targets common to both treatments. **(C)** mRNA expression of ELK1 and GABPA analyzed by qPCR in U937 cells. **(D)** mRNA expression of genes related to ribosomal biogenesis upon LPS, MX, and E3330 treatment. **(E)** MYC protein expression was analyzed by western blot. **(F)** Ratio 28S/18S and expression of rRNA after MX and E3330 treatment. Unpaired Student’s *t*-test was performed and *p* < 0.05 was considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

The ETS family has significant redundancy among its binding motifs; therefore, several targets were also common between ELK1 and GABPA (Figure 6B). Although some genes related to rRNA metabolism were also downregulated upon MX treatment, and ELK1 mRNA expression was decreased after both treatments (Figure 6C), the selected targets for qPCR analysis showed different expression regulation among inhibitors. For example, E3330 treatment decreased the expression of *RPL35*, *MYC*, and *NIP7*. In contrast, repair inhibition of AP sites by MX increased the expression of some ribosomal proteins (RPS19 and RPL27) and decreased MYC protein and mRNA expression (Figures 6D,E). In addition, the expression of rRNA 47S was significantly reduced by MX, indicating that the repair of AP sites affects rRNA transcription (Figure 6F). On the other hand, the 28S/18S ratio decreased significantly after E3330 treatment, indicating that APE1/Ref-1 redox activity is essential for rRNA processing (Figure 6G).

### Inhibition of Apyrimidinic Endonuclease 1/Redox Factor-1 Redox Function Affects the Control of Cell Growth and Stress Response

Cell viability was not affected after 24 h of LPS stimulation and treatment with E3330 or MX (Figure 1B). However, a reduction of viable cells at the time point of 48 h of treatment with E3330 was observed, and flow cytometry analysis revealed a slight increase in the ratio of subG1 cells (Figure 7A), indicating a role for APE1/REF-1 redox regulation in the control of cell growth. Furthermore, we could observe that p65 (RELA) reduced expression at the protein level after E3330 treatment (Figures 7B,C), corroborating the transcriptome data. 

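RELA encodes p65, the main activating subunit of NF-κB. It had 9 reads in LPS and 2 in LPS + E3330, 2.45-fold lower (95% counting interval 0.507 to 23.3, adjusted p = 0.614 by Fisher's exact test), and 10 in LPS + MX, 1.93-fold higher (0.706 to 5.38). Of 15 genes for NF-κB subunits and their inhibitors, 11 could be tested after E3330 and 13 after MX, and 0 rose or fell, adjusted over all genes or over the list alone. Relative to all genes, the median log2 ratio of the list was -0.44 after E3330 and 0.46 after MX. Compared directly, the list stood at -0.96 in E3330 relative to MX, at percentile 0.210 of random lists with like reads and 2.12 of those also matched on transcript length and GC content. For E3330 against LPS the percentile was 5.95 on reads and 22.8 with length and GC content.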

A statistically significant increase in the expression of MDM2 (60 kDa cleaved portion) was also observed after E3330 treatment. However, no significant difference in the protein expression of EGR1 and Casp3 was observed (Figures 7B,C). These data corroborate our findings for the upregulated networks.

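MDM2, the ubiquitin ligase that degrades p53, rose from 9 reads in LPS to 23 in LPS + E3330, 4.69-fold (95% counting interval 2.09 to 11.5, adjusted p = 0.00147 by Fisher's exact test), and 3.65-fold with the ribosomal RNA rows left out. After MX it also had 9 reads, a higher share of the shallower MX library than of LPS, short of the test. The immediate early gene EGR1 had 1, 1 and 0 reads, too few for a fold. Of the stress and growth genes that the text names, 4 of 12 tested rose after E3330 and 0 fell, or 5 and 0 adjusted over the list alone. After MX 0 of 9 changed, also adjusted over the list alone. The genes that rose besides MDM2 were TOP2A (2.28-fold) and TOP2B (2.73-fold), the type II topoisomerases, and EPRS, a tRNA synthetase (2.20-fold). The study picked this list from these libraries, so it is not independent evidence of direction. Among 11 tested p53 target genes, a list not taken from the study, 3 rose and 1 fell after E3330 (5 and 1 adjusted over the list alone), with a median of 0.69 relative to all genes (percentile 94.1 of random lists with like reads, transcript length and GC content). With the ribosomal RNA rows left out, 1 rose (MDM2) and 1 fell (BAX). After MX the list's median was 0.53 (percentile 96.1 of such lists). Its counting interval, -0.07 to 1.13, included 0, and that after E3330 was 0.19 to 1.18. With MX 1 of 9 rose and 0 fell with either total (2 and 1 adjusted over the list alone). The gene that rose was SESN2, which is also on the list of integrated stress response genes.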

**FIGURE 7:**
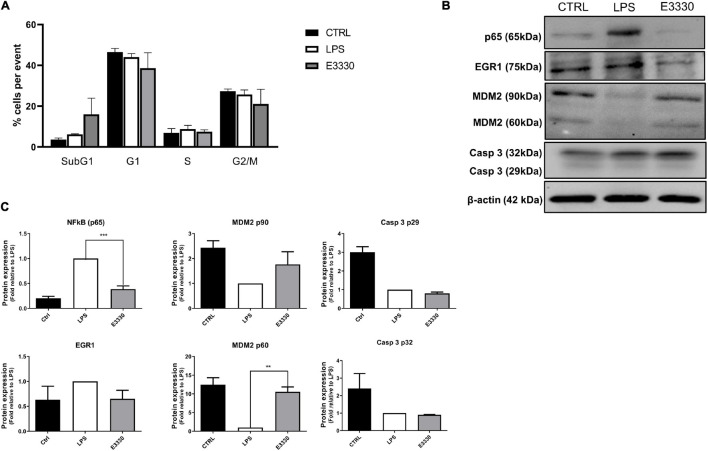
Inhibition of APE1/Ref-1 redox function affects the cell growth and expression of different proteins related to stress response. **(A)** Cell cycle assays after stimulation with LPS for 24 h followed by incubation with E3330 for 4 h show a discrete increase ratio (%) of subG1cells. **(B)** Representative western blot analysis of whole-cell extracts and **(C)** histogram reporting densitometric quantification of western blotting signals from at least three independent experiments. β-actin was used as the loading control. Unpaired Student’s *t*-test was performed and *p* < 0.05 was considered statistically significant. **p < 0.01, ***p < 0.001.

## Discussion

Our data revealed the downregulation of several transcriptional regulators and immune response-activating signal transduction genes for both E3330 and MX treatments. These data indicate that APE1/Ref-1 acts on the transcriptional regulation of cytokines and inflammatory modulators during LPS signaling. 

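Toll-like receptor signalling links LPS to NF-κB and interferon regulatory factors. Of 36 genes of this pathway 27 were listed. After E3330 2 of 19 tested rose and 0 fell, and after MX 0 of 17 changed, the same counts as adjusted over the list alone. The rising genes were TANK and MYD88, the adaptor of most Toll-like receptors (2.85-fold, 95% counting interval 1.52 to 5.48), the latter short of the test with the ribosomal RNA rows left out (2.22-fold). The list's median, relative to all genes, was 0.22 after E3330 and -0.05 after MX. Interferon-stimulated genes had medians of -0.23 and 0.08. Of 20 tested after E3330 1 fell, ISG15, a ubiquitin-like modifier (3.81-fold, 1.33 to 15.0), and 1 rose, XAF1, a promoter of apoptosis (7.34-fold, 1.47 to 71.0). With the ribosomal RNA rows left out, which divides each ratio to LPS by 1.28, XAF1 stayed higher but short of the test. After MX 0 of 20 changed. Adjusted over the list alone, 0 changed after E3330 and 1 rose after MX. Immediate early genes, which respond first to a stimulus, stood at -0.26 and 0.00. After E3330 3 of 18 rose (KLF6, KLF10 and PPP1R15A) and 0 fell, also adjusted over the list alone. When ribosomal RNA rows were left out, 1 rose and 1 fell. After MX 0 of 19 changed, against 1 higher and 1 lower adjusted over the list alone.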

NF-κB is a crucial transcriptional factor involved in the inflammatory process and is a redox APE1/Ref-1 target; its DNA-binding activity is impaired when APE1/Ref-1 redox function is inhibited (Mitomo et al., 1994; Hiramoto et al., 1998). In this study, we observed the downregulation of p65 (RELA gene), the catalytic subunit of NF-kB, after APE1/Ref-1 redox inhibition by E3330. Therefore, inhibiting APE1/Ref-1 redox activity might decrease inflammatory modulators’ expression by inhibiting NF-κB binding in gene promoters and reducing the expression of its p65 catalytic subunit in U937 cells.

We also showed a new close relationship between APE1/Ref-1 and a region of the TNF promoter, called TNF4. Interestingly, APE1/Ref-1 was found attached to TNF4, and reduced levels of TNF-α were observed after E3330 treatment in LPS-stimulated cells, suggesting that APE1/Ref-1 redox activity is associated with repression of TNF4 in U937 cells. Furthermore, this promoter region contains an ELK1 binding site, which can act as a corepressor linked to complexes with HDAC-1 and LSD1 (Yang et al., 2001; Gerosa et al., 2020), both of which are APE1/Ref-1 partners (Bhakat et al., 2003; Amente et al., 2010). Conversely, MX treatment did not promote APE1/Ref-1 attachment on TNF4, but reduced expression of TNF-α were observed.

In cells stimulated with TNF-α, the binding of OGG1 to 8-oxoG in regions close to the TNF-α promoter increased the DNA occupancy of NF-κB and gene expression via epigenetic regulation (Pan et al., 2016). Furthermore, we also observed a decrease in TNF-α and MCP1 mRNA expression during impairment of endonuclease activity by MX. These results indicate that the resolution of 8-oxoG, more specifically AP sites, is crucial for cytokine expression.

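The mitochondrial ribosome and the factors that transcribe and translate mitochondrial DNA are encoded in the nucleus and imported. Mitochondrial ribosomal protein genes had median log2 ratios, relative to all genes, of -0.25 after E3330 and -0.18 after MX, and the mitochondrial gene expression factors -0.16 and -0.41. Among the latter 4 of 33 rose after E3330, also adjusted over the list alone, with FASTKD1 (5.20-fold, 95% counting interval 1.96 to 16.1) and FASTKD3 (7.80-fold, 2.54 to 31.9), which handle mitochondrial mRNA. After MX 1 of 28 rose, LARS2, the mitochondrial leucyl-tRNA synthetase (5.22-fold, 1.99 to 16.1), also adjusted over the list alone, and 0 fell. Of the mitochondrial ribosomal proteins, MRPL38 fell at least 2.36-fold and 1 of 47 rose after E3330, 0 of 43 changed after MX, and 0 changed in either comparison adjusted over the list alone. Oxidative phosphorylation subunits stood at -0.44 after E3330 and -0.09 after MX. NDUFC2 (7.34-fold, 2.37 to 30.2) and SDHD (3.06-fold, 1.65 to 5.83) rose and NDUFA13 fell (at least 3.27-fold) among 47 tested after E3330. After MX SDHA rose (3.56-fold, 2.09 to 6.22) among 47. These counts are the same adjusted over the list alone. Against random lists of genes with like reads, transcript length and GC content, the expression factors lay at percentile 20.0 after E3330 and 1.72 after MX, and the mitochondrial ribosomal proteins at 22.1 and 10.5. Oxidative phosphorylation subunits lay at 1.97 and 42.5. The paper reported mitochondrial gene expression as enriched among lower genes of these libraries. The list of expression factors is thus not independent evidence of direction. With the ribosomal RNA rows left out, 2 expression factors rose and 1 fell after E3330, 2 subunits rose and 4 fell, and of the mitochondrial ribosomal proteins 0 rose and 1 fell.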

In this study, we have demonstrated that both inhibitors decreased the expression of genes related to mitochondrial gene expression and rRNA metabolic process in LPS-stimulated monocytes (Figures 3C,D). In addition, these genes showed enrichment of binding motifs to the transcriptional factor NRF1 (Figure 4). NRF1 is one of the main regulatory factors of mitochondrial biogenesis, often referred to as a transcription activator (Gleyzer et al., 2005; Piantadosi and Suliman, 2012). In addition, chip-on-chip and chip-seq studies have revealed that NRF1 binds to genes associated with RNA metabolism, DNA damage repair, chromosome organization, and cell cycle (Cam et al., 2004; Satoh et al., 2013; Bhawe and Roy, 2018). It has already been observed that the lack of aprataxin leads to reduced levels of APE1/Ref-1, which in turn is related to the reduction of NRF1 levels and consequent mitochondrial dysfunction (Garcia-Diaz et al., 2015). Furthermore, APE1/Ref-1 redox function is involved in controlling the DNA-binding activity of NRF1. In the absence of APE1/Ref-1 redox function, the expression of NRF1 target genes was significantly reduced (Li et al., 2012).

Amente et al. (2010) observed that LSD1 produces H_2_O_2_, increasing the oxidation of guanines in MYC target gene promoters. The presence of 8-oxoG in DNA recruited OGG1 and APE1/Ref-1 and improved gene expression (Amente et al., 2010). LSD1 is also a member of the transcriptional corepressor complex CoREST, a unique complex containing both a histone demethylase (LSD1) and a deacetylase enzyme (HDAC1) (Song et al., 2020). The association between the NRF1 motif and LSD1 occupancy has been reported in different cell lines (Benner et al., 2013). Hence, blockage of AP sites by MX during gene regulation may be the reason for the decrease in NRF1 targets after MX treatment. This hypothesis should be tested in future studies.

Here, we also identified a consensus signature for the ETS family of TFs, which have 28 members in the human genome and significant redundancy among their binding motifs; consequently, diverse targets were also identified among several regulators (Sizemore et al., 2017). Among ETS factors, GABPA and ELK1 were shown to be master regulators of downregulated genes. Both GABPA and ELK1 exhibit target redundancy and control the same biological processes, including ribosome biogenesis, mitochondrial processes, cytoskeleton, and cell migration. However, despite the redundancy of targets and functions, these regulators also present a cohort of specific target genes (Boros et al., 2009; Odrowaz and Sharrocks, 2012).

Although a set of ETS target genes was found to be mainly downregulated upon MX inhibition, ELK1 mRNA expression was decreased after both treatments (Figures 6C,D). Furthermore, we noted that the biological processes involved in ribosomal biogenesis were more representative of the E3330 transcriptome. 

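Compared directly, cytosolic ribosomal protein genes were lower with E3330 than with MX. The median log2 ratio of E3330 to MX for the list, relative to all genes, was -0.82 (percentile 0 of random lists with like reads, transcript length and GC content). In this comparison 10 of 72 tested members were lower with E3330 and 2 higher (13 and 4 adjusted over the list alone), and with the ribosomal RNA rows left out 20 and 0. RPL30 was 5.18-fold lower with E3330 (95% counting interval 2.97 to 9.68) and RPS19, a protein of the small subunit, 2.37-fold lower (1.35 to 4.35, adjusted p = 0.0189 by Fisher's exact test). Genes of rRNA processing and ribosome biogenesis stood at -0.19 (percentile 5.29 of such lists), where 3 of 89 were higher with E3330 and 1 lower (0 and 0 adjusted over the list alone, 0 and 4 with the ribosomal RNA rows left out). Against LPS, the ribosome-related genes that the study measured by qPCR had a median of -1.72 after E3330. RPS19 fell 2.91-fold (1.74 to 5.11), and MYC, which drives ribosome synthesis, was 2.57-fold lower (1.12 to 6.88) and NIP7, a factor of rRNA processing, 3.09-fold lower (0.893 to 16.4). Over all genes 1 of 6 fell after E3330, also adjusted over the list alone, against 2 with the ribosomal RNA rows left out. After MX 0 fell over all genes and 1 adjusted over the list alone. The study chose this last list on these samples, so it is not independent evidence. Ribosomal protein genes have many pseudogenes, and reads shared with these were not separated.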

Interestingly, ELK1 targets were related to rRNA processing and ribosomal biogenesis, mainly in the E3330 network (Figure 6A). In addition, the 28S/18S ratio was significantly lower in cells treated with E3330, suggesting inefficient rRNA processing. These data indicate that the redox inhibition of APE1/Ref-1 is more effective in regulating rRNA processing. In contrast, MX treatment decreased the expression of rRNA 47S without affecting rRNA processing.

ETS transcription factors are generally activated by phosphorylation and binding in specific sequences such as RAS-responsive elements (RREs) and, in TCF subfamily cases, serum response elements (SRE). ETS-binding sequences act as RREs when flanked by AP-1 binding sites, and enhancer activation requires ETS1 and AP-1 activation (Wasylyk et al., 1998; Yordy and Muise-Helmericks, 2000; Hollenhorst et al., 2011). It is known that the redox activity of APE1/Ref-1 facilitates AP-1 DNA binding and activity (Xanthoudakis and Curran, 1992; Ando et al., 2008). Therefore, E3330 treatment can decrease AP-1 activation and disturb the expression of genes that have RREs. In contrast, we observed that MX treatment decreased the expression of the TCF subfamily (ELK1, ELK4, and ELK3), including SRF. Thus, these TFs can act as transcription activators and repressors that bind to the SRE (For review, Yordy and Muise-Helmericks, 2000; Shaw and Saxton, 2003; Buchwalter et al., 2004). 

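ELK1, a ternary complex factor that is activated by MAP kinases, had 22 reads in LPS and 12 in LPS + MX, 1.05-fold lower (95% counting interval 0.499 to 2.34, adjusted p = 1.00 by Fisher's exact test). After E3330 it had 14 reads, 1.17-fold higher (0.553 to 2.39) with all reads and 1.10-fold lower with the ribosomal RNA rows left out. ELK4 was higher with E3330 than with MX, 3.82-fold (1.71 to 9.68, adjusted p = 0.00767 by Fisher's exact test), and 3.00-fold, short of the test, without the ribosomal RNA rows. SRF was 1.64-fold higher with E3330 than with MX (0.661 to 4.30), which did not pass. Of the ETS genes and partners 2 of 15 tested were higher with E3330 than with MX and 0 lower (2 and 0 adjusted over the list alone, 0 and 0 with the ribosomal RNA rows left out), in a list the study chose on these samples and so not independent evidence.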

We observed an enrichment of ETS motifs among MX-upregulated genes, indicating activation of transcription activators or the absence of a repressor.

Several pathways play an essential role in response to LPS stimulation. The ERK pathway is responsible for the phosphorylation of TFs such as ELK-1 and FLI1, leading to their activation and consequent induction of genes related to inflammatory response, differentiation, and cell growth (Guha and Mackman, 2001). Furthermore, changes in the redox state of ERK proteins are associated with their activation and inhibition (Keyes et al., 2017). For example, it was demonstrated that APE1/Ref-1 forms a complex with ERK2 and rescues ERK oxidative inactivation through its redox function, favoring cyclin D1 expression and cell cycle progression G1-to-S passage (Wang et al., 2013). Thus, in our model, E3330 treatment can compromise cellular responses dependent on the ERK pathway, which was not observed in the MX treatment.

We should also consider TFs that were not enriched by iRegulon analysis but are classic APE1/Ref-1 redox activity targets; examples include EGR1 and Jun/Fos (AP-1) (Xanthoudakis and Curran, 1992; Huang and Adamson, 1993; Pines et al., 2005; Ando et al., 2008; Fantini et al., 2008). Binding sites to the SP family transcription factor were found to be enriched exclusively in E3330 downregulated genes (represented by SP8; Supplementary Figure 5), which has an overlap of targets with EGR1. Similarly, genes such as *RPL35*, *ESRRA*, and *RelA*, downregulated by E3330 treatment in monocytes, also have binding sites to EGR1 and Jun. In addition, EGR1 is a known activator of the ELK1 gene promoter in monocytes (Lehmann et al., 1999). In addition, we also observed decreased expression of ELK1 after MX treatment, which can be associated to the presence of CpG-rich regions in the ELK1 gene promoter that targets active demethylation by TED enzymes (Qu et al., 2017), suggesting that APE1/Ref-1 may also be related to DNA repair-dependent ELK1 expression control. These results indicate that the redox and repair activities of APE1/Ref-1 can regulate gene expression through independent but overlapping mechanisms.

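RPL35, a protein of the large ribosomal subunit, had 19 reads in LPS and 4 in LPS + E3330, 2.59-fold lower (95% counting interval 0.860 to 10.5, adjusted p = 0.262 by Fisher's exact test). ESRRA, a nuclear receptor that drives mitochondrial genes, had 15 reads and 1 read, 8.17-fold lower (1.26 to 344, adjusted p = 0.0905 by Fisher's exact test). Once ribosomal RNA rows were left out, RPL35 was 3.32-fold and ESRRA 10.5-fold lower. JUN, a subunit of the AP-1 factor, had 14 reads in LPS and 13 in LPS + E3330. That is a higher share of the shallower E3330 library, short of the test.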

In addition, in the iRegulon analysis, we observed enrichment of binding sites for RARgamma (RARG) into downregulated genes exclusively after MX treatment. RARG is a nuclear retinoic acid receptor (RAR) that forms heterodimers with RXRs. The redox function of APE1/Ref-1 mediates the binding of RARs to retinoic acid-responsive elements (RARE) (Robertson et al., 2006; Fishel et al., 2010). RAR and estrogen receptor (ER) have overlapping DNA-binding sites and may act cooperatively or antagonistically (Liu et al., 2014). The RAR and ER pathways control cell differentiation, stress response, and immune homeostasis (Straub, 2007; Oliveira et al., 2018). In our study, we observed downregulation of RARG after both treatments. However, ESRRA (an estrogen receptor member) is upregulated in MX and downregulated after E3330 treatment. 

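After E3330 the retinoic acid receptor RARG had 3 reads against 13 in LPS, 2.36-fold lower (95% counting interval 0.649 to 12.9, adjusted p = 0.447 by Fisher's exact test), and 3.03-fold lower with the ribosomal RNA rows left out. With MX the adjusted p by Fisher's exact test was 0.478. The interval of the E3330 ratio reaches past 1, so a change was not detectable at this depth.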

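ESRRA moved apart between the inhibitors. It rose from 15 reads in LPS to 28 in LPS + MX, 3.25-fold (95% counting interval 1.68 to 6.54, adjusted p = 0.0173 by Fisher's exact test). Compared directly, it was 26.6-fold lower with E3330 than with MX (4.39 to 1086, adjusted p = 2.07e-05 by Fisher's exact test), and 33.8-fold lower with the ribosomal RNA rows left out. The width of this interval comes from the 1 read with E3330.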

Estrogen and retinoic acid-responsive gene promoters are DNA oxidation targets mediated by LSD1, which recruits BER enzymes, favoring chromatin remodeling (Perillo et al., 2008; Zuchegna et al., 2014).

Binding sites for YY1/YY2 were also enriched between MX-downregulated and E3330 upregulated genes. YY1 and YY2 are homologous proteins that show overlapping DNA binding sites and can act as synergistic or antagonistic activators or repressors, and are involved in regulating cellular processes such as inflammation, stress response, and cell cycle control (Klar and Bode, 2005; Chen et al., 2010; Li et al., 2020). Li et al. (2014) showed the direct repression of CBF/NF-Y/YY1 DNA-binding activities by E3330, suggesting that YY1 is an APE1 target.

Several studies have revealed a connection between DNA damage response, DNA repair, and rRNA metabolism pathways (Larsen and Stucki, 2016; Vohhodina et al., 2016). 

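Many cell division genes were read more often after E3330. Of 51 tested, 11 rose and 0 fell (13 and 0 adjusted over the list alone), among them CENPE, a kinetochore motor (3.79-fold, 95% counting interval 1.99 to 7.56), and MKI67, a proliferation marker (1.92-fold, 1.53 to 2.41). With the ribosomal RNA rows left out, 3 rose and 3 fell, and the list's median relative to all genes was 0.06. After MX 0 of 49 changed, also adjusted over the list alone. Of 32 tested genes of DNA damage signalling and repair, 3 rose after E3330 and 0 fell, also adjusted over the list alone. They were RAD50, of the complex that senses double-strand breaks (5.14-fold, 1.75 to 18.2), CLSPN, a checkpoint mediator (2.22-fold, 1.25 to 3.98), and DCLRE1C, the nuclease Artemis (3.93-fold, 1.51 to 11.4). With the ribosomal RNA rows left out, which divides each ratio to LPS by 1.28, these 3 genes stayed higher but short of the test. The list's median was 0.21 (percentile 61.4 of random lists with like reads, transcript length and GC content). CDK1, the mitotic kinase, had 9 reads in LPS and 15 in LPS + E3330, 3.06-fold higher (1.25 to 7.93, adjusted p = 0.0603 by Fisher's exact test). PIK3CA, a catalytic subunit of PI3 kinase, went from 5 to 8 reads, 2.94-fold higher (0.847 to 11.4), and ATR, the kinase of the replication checkpoint, from 2 to 5, 4.59-fold higher (0.751 to 48.2).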

In the E3330 treatment, we observed the upregulation of several genes involved in cell cycle control, DNA damage response, and DNA repair, such as PIK3CA, CDK1, and ATR (Supplementary Figure 4), which are classified as hub-bottlenecks, as well as an increase in the expression of MDM2 when compared to LPS (Figure 7). MDM2 is a stress sensor, and MDM2-mediated ubiquitination can signal APE1/REF-1 degradation following treatment with genotoxicants (Busso et al., 2009). APE1/REF-1 redox inhibition seems to induce cell stress higher than the inhibition of DNA repair activity in our experimental model.

In summary, the selective inhibition of APE1/Ref-1 can alter several cellular processes and understanding the mechanism underlying protein regulation would be a valuable target for both preventative and curative treatment paradigms. Furthermore, the molecular mechanisms responsible for the various functions of APE1/Ref-1 need to be elucidated to develop more targeted therapies for a wide range of human diseases. Our data showed that the AP site repair and redox functions of APE1/Ref-1 are essential for modulating genes related to the global inflammatory response through direct and indirect pathways. In addition, redox and repair activities are also necessary for the transcription of genes related to basal transcription, cell cycle, ribosomal biogenesis, and mitochondrial biogenesis, suggesting that both functions affect transcriptional regulation by different but overlapping mechanisms, thus, indicating that these functions are not entirely independent, as initially proposed. Finally, this work indicates several new TFs that may be APE1/Ref-1 function targets.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, accession no: GSE182813.

## Author Contributions

TO, FF-D, RM, DP, and LC developed the experimental assays. TO, FF-D, VS, and SS performed RNAseq data analysis. LA-L, TO, and FF-D conceived the study and its design, performed data analysis, and drafted the manuscript. The final manuscript was reviewed and authorized by all authors.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://hgdownload.soe.ucsc.edu/goldenPath/hg19/bigZips/refMrna.fa.gz

2
http://hgdownload.cse.ucsc.edu/admin/exe/

3
https://string-db.org/

# Supplementary material for: Chemical Inhibition of Apurinic-Apyrimidinic Endonuclease 1 Redox and DNA Repair Functions Affects the Inflammatory Response via Different but Overlapping Mechanisms
**Source:** Front Cell Dev Biol. 2021 Sep 20;9:731588. doi: 10.3389/fcell.2021.731588
**Supplement:** Supplementary file 3

Supplementary table 1. List of primers for q-PCR analysis in U937 cells.

Gene	Primer Forward	Primer Reverse
**GAPDH**	GGCATGGACTGTGGTCATGAG	TGCACCACCAACTGCTTAGC
**CCL2**	GTCTCTGCCGCCCTTCTGT	TTGCATCTGGCTGAGCGAG
**MYC**	GTGCAGCCGTATTTCTACT	TCTTCCAGATATCCTCGCT
**MINA**	GGTGTGTCAATGGGAAGA	TCTCTGAGGTTGGTGAAC
**NCOA1**	AGAATAAACCGCCAGCAGAG	CAATCTGACTTCCGGGTGAG
**ESRRA**	CAGGCCACAAGGAAGAGGAG	CTCACAGGATGCCACACCAT
**KLF10**	TTCTGTGCCTTCCTCAGAGA	TGGAGAGACCAACACTGACT
**ATR**	CATGTTTGAAGACGGTGTGC	CATACCCAGCTGGCACAAT
**CYB5R4**	GTCAGCCCTTATATGGAGTA	AGTTCAGTACCATCTGATCC
**ENDOG**	CCAGAATGCCTGGAACAA	CTGTGCAGACATAGACGTT
**NMI**	GACAGGAATGGAAGGCAT	CATTCTTTGCCCCGTTGAAA
**APEX1**	TCTCGCGAGTAGGGCAACGC	TCTTCCGCCACCGCTCCCTT
**TNF**	GCCCAGGCAGTCAGATCATC	GGGTTTGCTACAACATGGGCT
**IL8**	GTTTTTGAAGAGGGCTGAGAATTC	CATGAAGTGTTGAAGTAGATTTGCTTG
**47S**	CGCCGCGCTCTACCTTACCTA	TAGGAGAGGAGCGAGCGACCA
**28S**	TGTCGGCTCTTCCTATCATTGT	ACCCAGCTCACGTTCCCTATTA
**ELK1**	AGAACATCATCCGCAAGGTGA	GGTAACAGACACCTCTGGCT
**GABPA**	AAGAACGCCTTGGGATACCCT	GTGAGGTCTATATCGGTCATGCT
**NIP7**	CCGGGTGTACTATGTGAGTGAGAA	TTGTGGGTTTTAGTGAATTTTCCA
**RPS15A**	AATGTCCTGGCAGATGCTCTCAAG	GAGCACGGCCTAATAAGCACCTG
**RPL35**	GCAGGAACAGAAAGACCA	CCCAAAACCTACCAGTGTC
**RPL27**	TCGCCAAGAGATCAAAGATAA	CTGAAGACATCCTTATTGACG
**RPS19**	GTGAACCAGCAGGAGTTCGT	GGAGGTACAGGTGCCGTG
**NRF1**	GAGGATGATCCTGGAAGACC	AATCCGTCGATGGTGAGAG
**TFAM**	TGCTAAAGAGGACGAACTCG	ACGTAGAAGATCCTTTCGTCCA
**TFB2M**	AACCACCTGCTATGTCTTCTCG	TGTCTGCTGTCCAAGGAACT
**NDUFB9**	CTACCTGACCCATCAGCAAAA	AGCAAAGTATCGGTATTTGTCTCTC
**NDUFB5**	AGCTGGAAGTGCGAAAATTG	GGAGTTGCTTTCGGAGAATG

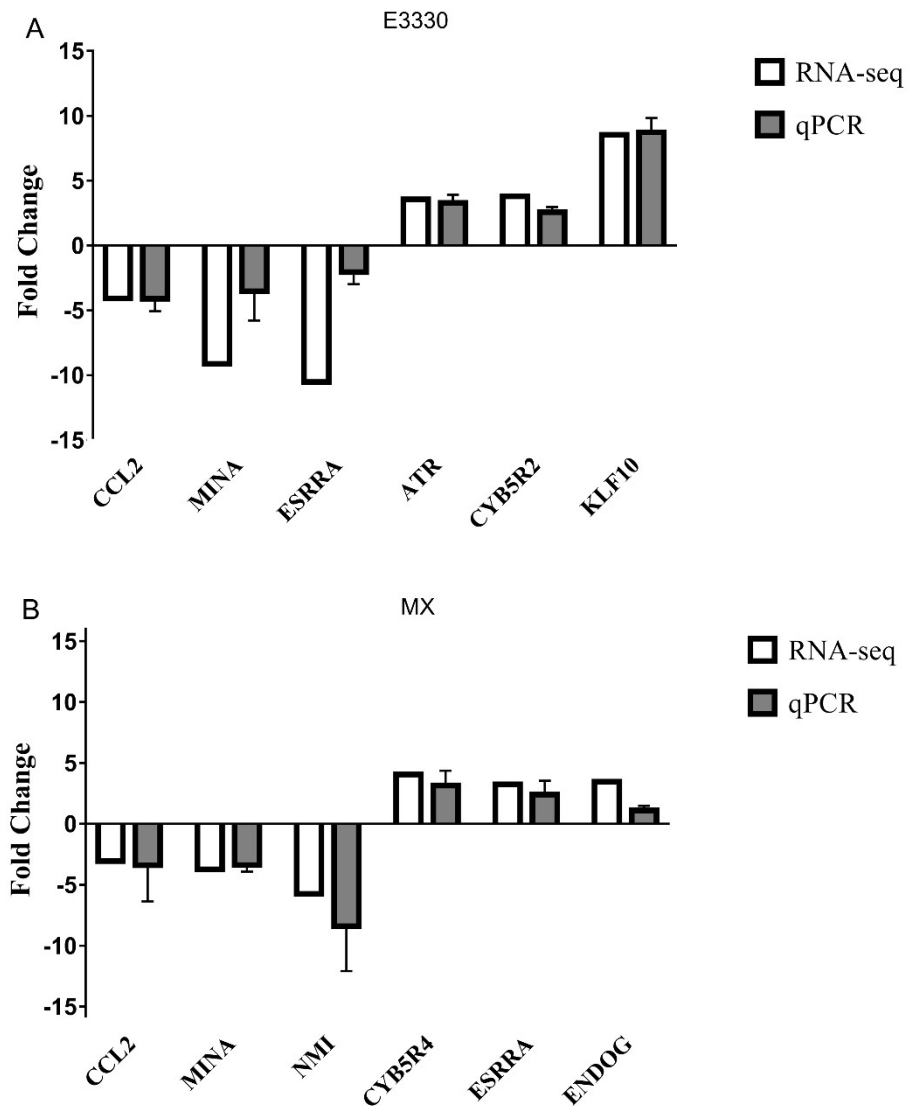

Fig S1. Expression analysis using the techniques of qPCR compared to RNA-seq. Eight differentially expressed genes belonging to various functional categories were selected for qPCR validation after (A) MX and (B) E3330 treatment during inflammation.

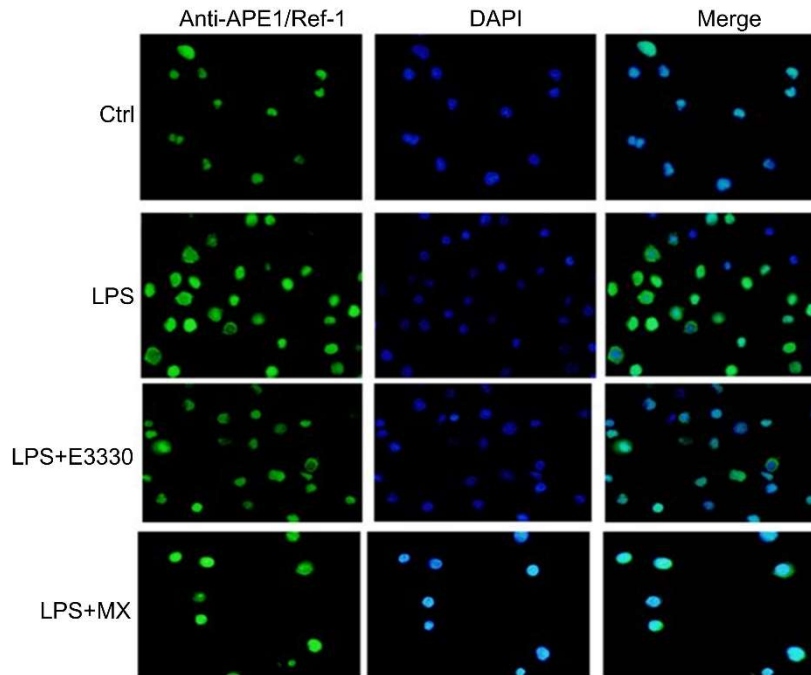

Fig S2. Immunofluorescence of APE1-Ref-1 cellular localization in U937 cells. Green fluorescence – APE1; Blue fluorescence – DNA stain; Merge- superposition of images. The LPS treatment induces the translocation of APE1 from the nucleus to cytoplasm and the LPS/MX treatment reduces the protein fluorescence at the cytoplasm.

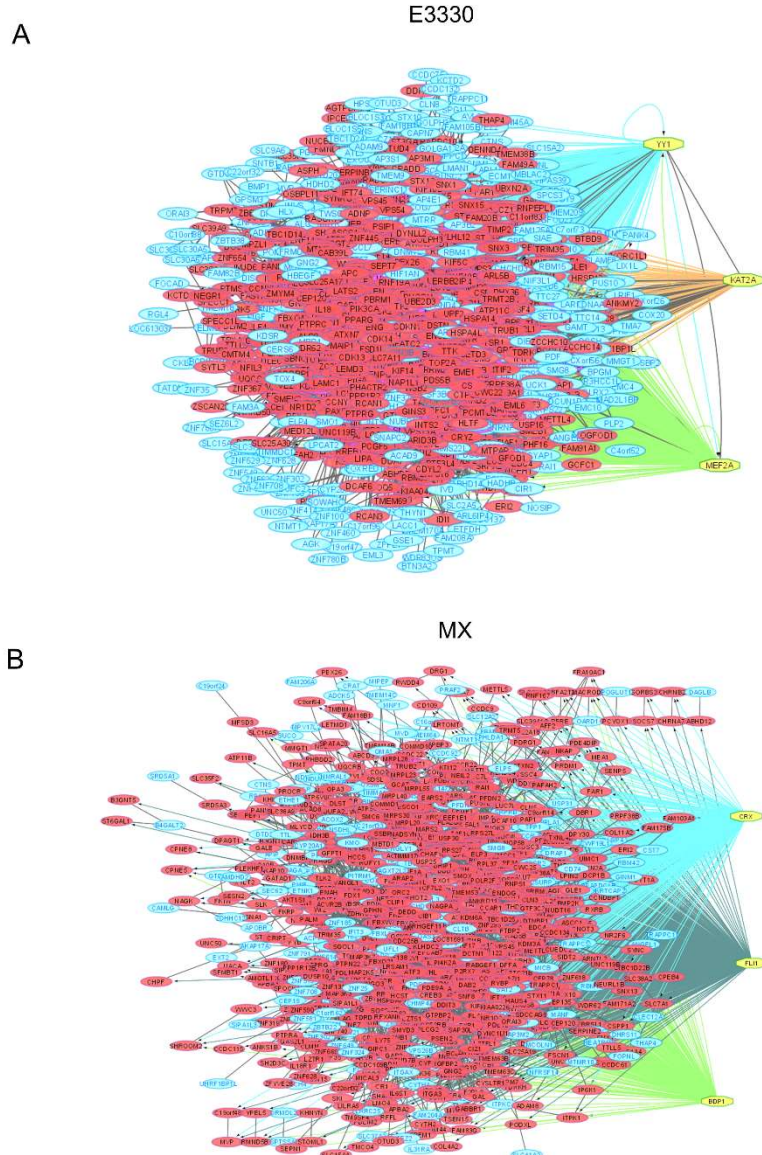

Fig S3. Protein-protein interaction (PPI) network formed by the up-regulated genes. Master regulators predicted by iRegulon are highlighted in yellow, targets of the master regulators are shown in red. In blue, genes are not targets of the master regulators. (A) PPI network determined from up-regulated gene list upon E3330 treatment using STRING software and analyzed by Cytoscape. (B) PPI network of up-regulated genes after MX treatment

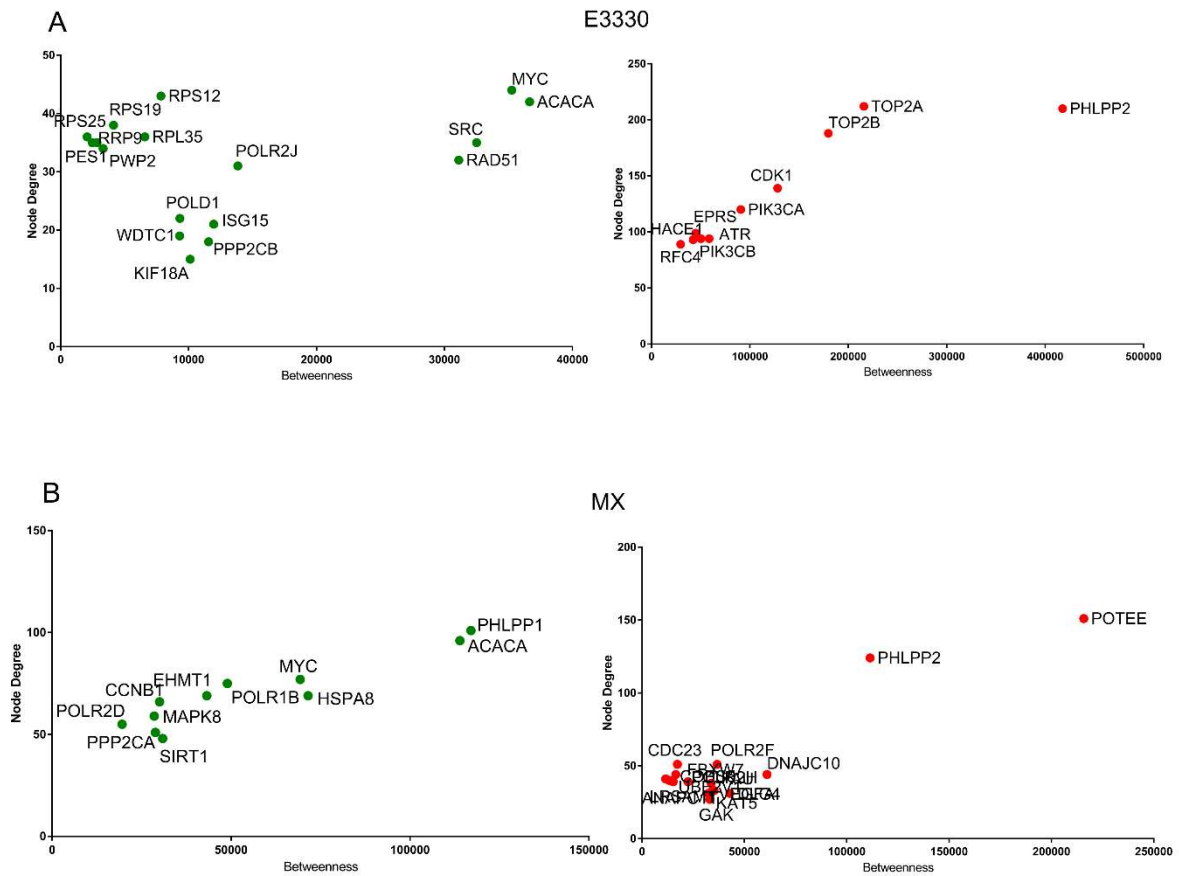

Fig S4. Hub-bottleneck genes in networks formed by differentially expressed genes. (A) Top 10 genes with higher node degree value and top 10 with higher betweenness value, calculated by CenTiScape plugin of up (left) and down (right) E3330 networks. **(B)** Top 10 genes with higher node degree value and top 10 with higher betweenness value, calculated by CenTiScape plugin of up (left) and down (right) MX networks.

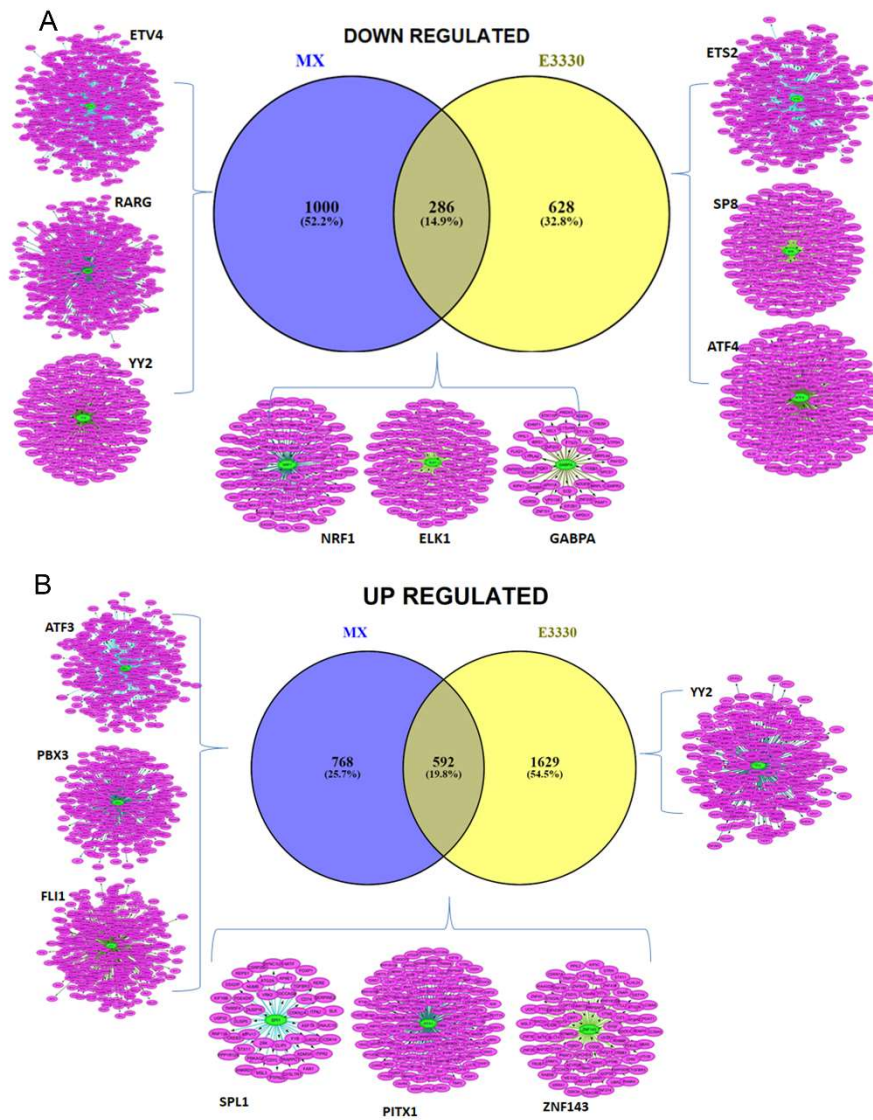

Fig S5. Main regulators of commons and exclusive genes differentially regulated by E3330 and MX. (A) Venn diagram represented commons and exclusive down-regulated genes and his main regulators. (B) Venn diagram represented commons and exclusive up-regulated genes and his main regulators.

How the deposited data were processed for this re-analysis (not part of the article)

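U937 cells were given 1 μg/mL LPS for 24 h and then no inhibitor, 100 μM E3330 or 6 mM MX for 4 h, and 1 library was made and sequenced per condition, 3 in all. The methods describe capture of poly(A) RNA, while the sample labels give total RNA. Sequencing was by pyrosequencing on a Roche GS FLX Titanium. They aligned the reads with BLAT to human RefSeq transcripts and filtered them with pslCDnaFilter at 98% identity, 90% coverage and 1 alignment per read. The deposited counts are the authors' whole numbers of reads per gene symbol, 1 table per library. The deposited normalized signal values are the authors' reads per gene divided by a library total and multiplied by 10000, where the methods print a larger multiplier. The totals that the authors divided by, worked out from their own values, were 305330, 166945 and 175747, against 303777, 165516 and 174551 reads summed over the genes of the tables for LPS, LPS + E3330 and LPS + MX.

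The methods state that reads matching ribosomal RNA were excluded. The tables nevertheless hold 4 ribosomal RNA rows, with 132805, 45895 and 75595 reads. Other genes held 170972, 119621 and 98956 reads. The libraries listed 9635, 8916 and 8746 genes, and every gene of the inhibitor libraries was also listed for LPS. Any gene read only with an inhibitor is thus missing from the fold counts and the read tests. Genes with 1 to 3 reads made up 25.1%, 32.0% and 35.2%, and 4421, 3339 and 2748 genes had at least 10 reads. In each library 4 gene names had turned into dates, and were read as AGO genes by their order, and 1 blank row of the LPS table was dropped. Depth limits most results, since the median listed gene had under 10 reads.

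Fold changes were ratios of reads over the library total, for genes with at least 1 read in both libraries, and genes at or beyond 2-fold were counted. Exact 95% intervals of each ratio (Clopper-Pearson on the split of the reads) cover counting error only. A count of 0 was set to a floor of 3 counts and the fold given as a lower bound. The read test was a two-sided Fisher's exact test of the reads of a gene against the other reads of the pair of libraries, over genes with at least 10 reads in the pair, with Benjamini-Hochberg adjustment and a threshold of 0.05. It holds the sampling of reads and no variation between cultures, which 1 library per condition cannot give. The comparisons were LPS + E3330 against LPS, LPS + MX against LPS, and LPS + E3330 against LPS + MX. Libraries with no difference were simulated by drawing each gene's reads at its pooled share, 100 times for the counts beyond 2-fold and 20 times for the read test, where they gave 0.05 calls on average.

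Gene lists, 47 in number, were written before the data were examined. Several follow processes or genes that the paper reports from these libraries, and these are not independent evidence. Each list was summarised by the calls among its tested members, adjusted over all genes and over the list alone, and by the median log2 ratio of members with at least 10 reads, with 0.5 read added, less the median of all such genes. It was set against 10000 random lists drawn from genes in the same of 20 bins of reads. Further random lists matched reads, transcript length and GC content, in 5 bins each, where at least 80% of the members had these. Differences within a bin were not matched. Such percentiles describe where a list stands and are not tests between conditions. Genes were named by a rule with these parts: every gene the paper names for an RNA-seq or qPCR result, the 12 genes highest and 12 lowest in each comparison with LPS among genes past the read test with at least 20 reads, up to 4 members of each list with the smallest p, and the 5 genes with the most reads in each library. This gave 338 genes, a few of which are not reported here. The paper's supplementary tables of fold changes were open when the rule was written, so values in them count as seen. They hold fewer genes than the paper counts and were not used for an overlap.

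Alternatives were TMM factors (edgeR 4.0.16), median-of-ratios size factors (the estimator of DESeq2 1.42.0), at least 30 reads in the pair, no filter, 1 read added, the deeper library thinned, the Holm adjustment, an interval that excludes 1, and edgeR's exact test with an assumed biological coefficient of variation of 0.2. Leaving the ribosomal RNA rows out and the authors' own totals were added after seeing the data. Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3 and matplotlib 3.10.9.

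The read test was tested on simulated data in which known genes were changed 2-fold, 4-fold or 8-fold. For E3330 it called 20.9%, 58.2% and 62.1% of them in the right direction over 6023 genes, and 8 of 5829 unchanged genes. For MX it called 20.9%, 58.2% and 78.8% over 6085 genes, and 6 of 5886 unchanged genes. A gene that did not pass may thus have changed by these amounts. The changed genes were drawn above a higher minimum of reads than the test applies, with rises and falls pooled. For tested genes with few reads the rates may be lower. The motif searches, networks, qPCR, blots and viability measurements of the paper have no files among these and were not analysed here.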

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

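The test of the share of ribosomal RNA reads was chosen only after the result was seen, as was the limit to genes that differ between the inhibitors with either total. The other tests had been set beforehand.

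Of the genes at least 2-fold from LPS after E3330, 71.8% were higher. Thinning the LPS library at random to the total of the E3330 library left 67.2% higher, which argues against depth as the whole cause. With the ribosomal RNA rows left out of the totals 50.2% were higher, so the excess may come from the smaller share of ribosomal RNA reads in the E3330 library. Whether that share was lower in the cells or came from the RNA capture of 1 library stays open, and no biological explanation was tested.

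Cytosolic ribosomal protein genes stood below other genes after E3330. Their median lay at percentile 0 of random lists matched on reads, transcript length and GC content in 5 bins each. This argues against length and GC content between bins as the cause. Differences within a bin were not matched and stay open. Their median of -0.66 is taken relative to all genes, so a factor common to all genes, such as the share of ribosomal RNA reads gives, cancels in it by construction and was not tested. The direct comparison with MX, which does not use the LPS library, gave -0.82. A peculiarity of the single E3330 library, reads shared with pseudogenes and an effect of E3330 itself stay open, and the last may be followed up only as a hypothesis.

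Integrated stress response genes, which the paper does not discuss as a group, stood above other genes by a median log2 ratio of 0.85 after E3330 and 1.13 after MX. Both medians lay at percentile 100 of random lists matched on reads, transcript length and GC content in 5 bins each. This argues against these properties as the cause, at the width of such bins. With the LPS reads divided at random between the comparisons, the smaller of the medians averaged 0.79 over 100 divisions. Each part keeps a gene's low or high LPS reads on average, so this cannot argue against counting error of the LPS reads. The counting intervals, which cover that error, were 0.58 to 1.12 after E3330 and 0.87 to 1.40 after MX. A low level of these genes peculiar to the single LPS culture or library would raise both medians and stays open. An effect of both inhibitors on this pathway may be a candidate explanation, as a hypothesis found on these data.

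Genes that the paper names or that had the largest changes were compared directly between the inhibitors by Fisher's exact test on reads, and 22 differed with either total, of which 20 are given here. The largest changes were picked as such, so their differences are selected, and 28 further members of the gene lists also differed. Higher with E3330 than with MX were CRYZ (22.1-fold), SEC24A (19.0-fold), KIAA0232 (14.8-fold), SLC16A6 (14.8-fold), RNF4 (11.6-fold), ZC3HAV1 (8.26-fold), HSPA8 (8.26-fold), GTF2B (at least 7.38-fold), EMB (6.50-fold), ARGLU1 (5.27-fold), GFPT1 (4.369-fold), IL8 (3.66-fold) and PTGES3 (3.10-fold). Lower with E3330 than with MX were ESRRA (26.6-fold), RBMXL1 (9.48-fold), LARS2 (8.53-fold), ARHGAP4 (6.01-fold), SESN2 (4.27-fold), TRIB3 (2.91-fold) and RPS19 (2.37-fold). In several of these 1 library had 1 to 3 reads, and the 95% counting intervals run from 3.56 to 916 for CRYZ, from 2.25 to 624 for KIAA0232, from 3.72 to 128 for SLC16A6 and from 4.89 to 163 for SEC24A.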

How the results depend on the processing

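Leaving out the ribosomal RNA rows and the authors' own totals were settings chosen after the data were seen. No paired analysis was possible because each condition had 1 library and nothing pairs them, and no library could be left out for the same reason. Of 126 counts under an alternative, 58 stayed within 1.5 times the reported value, including all 12 with the authors' totals, and 68 did not. Of the folds of named genes 7412 stayed within their counting interval, 144 moved beyond it, and 11 others, of genes past the read test, changed direction. Direction also changed for genes short of the test, in 200 of the first and 21 of the second. Of the list medians 851 stayed within their interval, 30 of them with a change of direction, 10 moved beyond it, 5 of them with a change of direction, and 1 whose interval excluded 0 changed direction. Depth limits the small counts most, and the cause of a change was not tested except where the setting itself tests fewer genes or reads.

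With TMM factors, 1446 genes were at least 2-fold higher and 1658 lower after E3330, 460 were lower with both inhibitors, 66 were higher with E3330 and lower with MX and 81 the other way. The read test then gave 187 higher and 219 lower for E3330 and 169 higher and 188 lower for E3330 against MX. With size factors these counts were 1477 and 1602, 446, 68 and 78, then 198 and 198, and 212 and 171. Leaving out ribosomal RNA rows, 1534 genes were lower after E3330, 76 were higher with E3330 and lower with MX and 90 the other way, and the read test gave 220 higher and 171 lower for E3330 and 175 and 184 for E3330 against MX. These settings change the common factor of the E3330 library, and the median log2 ratio of all genes after E3330 was -0.08 with TMM and -0.04 with size factors.

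Among genes with at least 30 reads in the pair, which leaves fewer genes, 512 were at least 2-fold higher and 89 lower after E3330, 121 and 146 after MX, 39 higher and 21 lower with both, 3 higher with E3330 and lower with MX and 0 the other way. With no filter, 1598 were lower after E3330 and 2175 after MX, 435 lower with both, 386 higher with E3330 and lower with MX and 226 the other way. Every listed gene had LPS reads, so dropping the filter on folds could add lower genes only. The read test then gave 43 lower for E3330 and 49 higher and 26 lower for MX. With 1 read added to each count, 476 were lower after E3330 and 739 after MX, 120 lower with both, and 47 and 7 in opposite directions. With the interval required to lie beyond 1, 1057 were higher and 148 lower after E3330, and 317 and 241 after MX.

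With the deeper library thinned, 265 genes were higher with E3330 and lower with MX and 127 the other way, and the read test gave 381 higher and 37 lower for E3330 and 26 and 14 for MX. With the Holm adjustment it gave 122 higher and 6 lower for E3330, 17 and 5 for MX, and 82 and 13 for E3330 against MX. With a coefficient of variation of 0.2 assumed between cultures, edgeR's exact test gave 23 higher and 0 lower for E3330, 2 and 1 for MX, and 25 and 5 for E3330 against MX, so most calls of the read test rest on reads alone.

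Among genes past the read test, the log2 ratios that changed direction were, after E3330, those of EEF1A1 (-0.0943 with TMM, -0.0544 with size factors and -0.0162 with ribosomal RNA rows out), GAPDH (-0.13, -0.0884 and -0.0502), FTL (-0.0132 with TMM) and SRGN (-0.0369 with TMM), and for E3330 against MX that of EEF1A1 (-0.14, -0.0902 and -0.13). Each was above 0 with all reads. At 30 reads or more, the median of TOR signalling genes after E3330 was -0.26 relative to all genes, against 0.33 with all members, and that of MyD88-independent Toll-like receptor signalling after MX was 0.33, against -0.29.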

Differences from the paper's values

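The paper's counts of genes at least 2-fold higher or lower after each inhibitor and after both, and the folds its text prints, all lay within 1.5 times the values computed here, so no value differed by the measure used. In Supplementary Figure 1, read by eye, the folds of genes after E3330 were about -4.2 for CCL2, about -9.3 for MINA and about -11 for ESRRA, where the values here were -3.17, -7.08 and -8.17. The figure also shows about 3.7 for ATR and about 8.7 for KLF10, against 4.59 and 11.0. After leaving out the ribosomal RNA rows, a setting chosen after seeing the values, the ratio of the folds here to those of the figure ran from 0.954 to 0.986 over these 5 genes, against 0.743 to 1.27 with all reads. TMM factors, set before the data were examined, gave 0.915 to 1.03 and size factors 0.940 to 1.00. For NRF1 after E3330, about -3.3 in Fig. 4D, read by eye, the value was -3.27 with all reads, and its ratio to the figure was 0.991, against 1.27 without the ribosomal RNA rows. That setting gave 1534 genes at least 2-fold lower after E3330, against the paper's 914.

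Some directions that the paper states differed in the reads. The paper describes lower ELK1 mRNA after both treatments by qPCR. Here ELK1 was 1.17-fold higher after E3330 with all reads and 1.10-fold lower with the ribosomal RNA rows left out, and 1.05-fold lower after MX, none past the test. The paper reports TFAM lower after either inhibitor by qPCR, and its reads were 1.55-fold and 1.65-fold higher, also with the ribosomal RNA rows left out, short of the test, while NDUFB5 and NDUFB9 were lower in reads, as in the paper. By qPCR the paper excepts TFB2M from the decrease after E3330. Its reads were lower there, short of the test with all reads over all genes. TFB2M passed with the ribosomal RNA rows left out, and when adjusted over the list alone. TNF, lower after both inhibitors by qPCR, had more reads with E3330 than in LPS, too few to test. The paper reports RPS19 and RPL27 higher after MX by qPCR. RPS19 was 1.23-fold lower in reads and RPL27 1.12-fold higher, neither past the test. The paper's abstract has genes for RNA processing and ribosome biogenesis higher after MX. The list of rRNA processing and ribosome biogenesis stood at -0.27 relative to all genes after MX (counting interval -0.43 to -0.11). Cytosolic ribosomal protein genes stood at 0.06 (-0.03 to 0.16). The paper reports lower precursor rRNA after MX by qPCR. The 45S row held 1.30% of ribosomal RNA reads with MX against 1.18% in LPS, in RNA that the methods describe as selected for poly(A). This is a share of ribosomal RNA reads, while the qPCR was normalized to GAPDH, so the measures are not the same.

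The paper states that RELA fell after E3330 in the transcriptome, that RARG fell after both inhibitors and that ELK3, ELK4 and SRF fell after MX. Their reads were lower in each case. ELK3 had too few reads to test, and the others did not pass with all reads, with the ribosomal RNA rows left out or adjusted over their lists alone.

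The paper finds genes of mitochondrial gene expression enriched among the lower genes after both inhibitors. Of the mitochondrial gene expression factors 0 of 33 tested fell after E3330 and 0 of 28 after MX, or 1 and 0 with the ribosomal RNA rows left out. The paper's enrichment rests on genes at least 2-fold lower and not on a test of each gene, so the 2 measures are not the same. The list's median relative to all genes was -0.16 after E3330 (percentile 20.0 of random lists with like reads, transcript length and GC content) and -0.41 after MX (percentile 1.72). The paper's enrichment comes from these same libraries, so these medians are not independent evidence of it.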

Other observations

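The integrated stress response raises genes of amino acid supply through ATF4 when translation is curbed. After E3330 10 of 29 tested genes of this response rose and 0 fell, or 6 and 0 with the ribosomal RNA rows left out. After MX 4 of 27 rose and 0 fell with either total. Adjusted over the list alone, 15 rose after E3330, and 15 rose and 1 fell after MX. The amino acid transporters SLC38A2 and SLC7A11 rose 7.67-fold (95% counting interval 4.47 to 13.9) and 3.78-fold (2.46 to 5.92) after E3330, and SLC7A1 and SLC7A5 rose 2.57-fold (1.47 to 4.57) and 1.79-fold (1.27 to 2.52) after MX. Compared directly, 5 of 31 genes were higher with E3330 and 2 higher with MX, also adjusted over the list alone, or 2 and 2 with the ribosomal RNA rows left out. The median of the list went the other way, at -0.42 in E3330 relative to MX (counting interval -0.65 to -0.19), at percentile 0.840 of random lists with like reads and 5.72 of those also matched on transcript length and GC content.

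Heat shock and chaperone genes, which hold proteins folded, differed between the inhibitors. In the direct comparison 12 of 33 tested were higher with E3330 than with MX and 0 lower (14 and 0 adjusted over the list alone), or 4 and 0 with the ribosomal RNA rows left out, and the list's median relative to all genes was 0.43 (percentile 99.7 with length and GC content). Against LPS the median was 0.05 after E3330 and -0.36 after MX. HSP90AA1, the inducible form of HSP90, rose 1.87-fold after E3330 (1.59 to 2.19). Stress granule genes, which store mRNA when translation stops, had a median of 0.50 after E3330 and -0.02 after MX. Of 28 tested 10 rose after E3330 and 0 fell (15 and 1 adjusted over the list alone, 4 and 1 with the ribosomal RNA rows left out), among them TIA1 (5.96-fold, 2.62 to 15.2), DDX6 (3.09-fold, 1.77 to 5.49) and STAU1 (3.04-fold, 1.92 to 4.87). After MX FXR1 rose 5.00-fold (2.16 to 12.9) and EIF2S1, the initiation factor subunit phosphorylated in the stress response, fell 3.68-fold (1.88 to 8.03). Across genes the E3330 ratios were lower at higher GC content (Spearman's rho -0.39, against 0.05 for MX). The stress granule median given here is not matched on GC content, so a part that goes with it is not separated.

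Reads of the ribosomal RNA rows also differed between libraries. The methods describe poly(A) selection and the sample labels total RNA, so how these reads came to be kept is not settled. The ratio of 28S to 18S reads was 0.723 (95% interval 0.715 to 0.731) in LPS, 0.654 (0.642 to 0.666) with E3330 and 0.737 (0.727 to 0.748) with MX. The 45S row made up 1.18% (1.13 to 1.24) of ribosomal RNA reads in LPS, 1.02% (0.934 to 1.12) with E3330 and 1.30% (1.22 to 1.38) with MX. APEX1, which encodes APE1/Ref-1, had 47, 17 and 11 reads, 1.51-fold lower after E3330 (0.849 to 2.80) and 2.46-fold lower after MX (1.26 to 5.25), neither past the test. The paper observed no change in the mRNA or protein of APE1/Ref-1 after treatment, while the counting interval after MX excludes 1. Of the marker genes of T and NK cells, B cells, epithelial cells and fibroblasts 1 was listed for each type, and 0 for erythroid cells.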
